# The Gene Expression Profile of the Song Control Nucleus HVC Shows Sex Specificity, Hormone Responsiveness, and Species Specificity Among Songbirds

**DOI:** 10.3389/fnins.2021.680530

**Published:** 2021-05-31

**Authors:** Meng-Ching Ko, Carolina Frankl-Vilches, Antje Bakker, Manfred Gahr

**Keywords:** sex differences, songbirds, gene expression, brain, HVC, testosterone, singing behaviour

## Abstract

Singing occurs in songbirds of both sexes, but some species show typical degrees of sex-specific performance. We studied the transcriptional sex differences in the HVC, a brain nucleus critical for song pattern generation, of the forest weaver (*Ploceus bicolor*), the blue-capped cordon-bleu (*Uraeginthus cyanocephalus*), and the canary (*Serinus canaria*), which are species that show low, medium, and high levels of sex-specific singing, respectively. We observed persistent sex differences in gene expression levels regardless of the species-specific sexual singing phenotypes. We further studied the HVC transcriptomes of defined phenotypes of canary, known for its testosterone-sensitive seasonal singing. By studying both sexes of canaries during both breeding and non-breeding seasons, non-breeding canaries treated with testosterone, and spontaneously singing females, we found that the circulating androgen levels and sex were the predominant variables associated with the variations in the HVC transcriptomes. The comparison of natural singing with testosterone-induced singing in canaries of the same sex revealed considerable differences in the HVC transcriptomes. Strong transcriptional changes in the HVC were detected during the transition from non-singing to singing in canaries of both sexes. Although the sex-specific genes of singing females shared little resemblance with those of males, our analysis showed potential functional convergences. Thus, male and female songbirds achieve comparable singing behaviours with sex-specific transcriptomes.

## Introduction

Most of the genomes of male and female individuals of the same species are the same but stark sex differences in physiological, phenotypical, or behavioural traits between the sexes are common and widespread in the animal kingdom. The songbird clade (a suborder of the perching birds) consists of more than 4000 extant avian species, and these exhibit a great diversity of sex differences in singing behaviour. Among domesticated canaries (*Serinus canaria*), males are known for their singing behaviour and have been selected for their sophisticated songs for centuries, whereas female canaries seldom sing (Shoemaker, 1939; Herrick and Harris, 1957; Pesch and Güttinger, 1985; Vallet et al., 1996; Hartley et al., 1997; Ko et al., 2020). Such substantial sex differences in singing behaviour are commonly found in the majority of northern temperate songbird species, even though females of many tropical and southern temperate species sing regularly, and their songs play an important role in inter-sexual communication (Slater and Mann, 2004; Price et al., 2009; Hall et al., 2015; Price, 2019). For example, female blue-capped cordon-bleus (*Uraeginthus cyanocephalus*) use their song as advertising signals and address their songs to their mates (Immelmann, 1968; Ota et al., 2018), although the female songs appear shorter and less complex than those of males (Geberzahn and Gahr, 2011). In another tropical songbird species, forest weavers (*Ploceus bicolor*), males and females develop their songs during pair binding and eventually learn to sing identical duets, which they use to defend their territories (Wickler and Seibt, 1980).

Although the extent of sex differences in singing behaviour varies greatly in the songbird clade (Ball, 2016), the song quality and occurrence in males and females of many songbird species are dependent on testosterone (Nottebohm et al., 1987; Leitner et al., 2001b; Fusani et al., 2003; Voigt and Leitner, 2008; Dittrich et al., 2014; Ko et al., 2020). In canaries that breed seasonally, the optimal breeding conditions are tightly associated with an increase in the day length, which initiates gonadal growth and testosterone production as well as various types of breeding activity, including singing (Nottebohm et al., 1987; Leitner et al., 2001b; Voigt and Leitner, 2008). The length and syllable repetition rate of songs during the breeding season are greater than those of songs in non-breeding seasons (Leitner et al., 2001a,b; Voigt and Leitner, 2008). Castrated male canaries sing shorter songs than sham-operated males, and the subcutaneous implantation of testosterone results in the recovery of singing performance (Heid et al., 1985). The local administration of testosterone into the preoptic brain region increases the male canary singing rate by increasing motivation (Alward et al., 2013). Similarly, the systemic administration of testosterone reliably and repeatedly induces singing behaviour in otherwise non-singing female canaries (Leonard, 1939; Shoemaker, 1939; Herrick and Harris, 1957; Nottebohm, 1980; Fusani et al., 2003; Madison et al., 2015; Vellema et al., 2019b). Although female canaries rarely exhibit spontaneous singing (Shoemaker, 1939; Herrick and Harris, 1957; Pesch and Güttinger, 1985; Vallet et al., 1996; Hartley et al., 1997; Ko et al., 2020), its occurrence appears to be associated with the plasma androgen levels (Ko et al., 2020).

A set of interconnected neural circuits called the song control system controls the production and learning of singing behaviour (Nottebohm et al., 1976; Wild, 2004). The premotor nucleus HVC (used as the proper name), which is a sensorimotor integration centre in the song control system, is involved in the frequency and temporal modulation of songs in male and female songbirds (Hahnloser et al., 2002; Hoffmann et al., 2019) and in the sexual preferences regarding conspecific song displays (Brenowitz, 1991; Del Negro et al., 1998). The HVC is the only brain nucleus within the song control system that expresses receptors for both androgens and estrogens (Gahr, 2001; Frankl-Vilches and Gahr, 2018). Intriguingly, the anatomical properties of the HVC, such as volume (Figure 1), neuron number, and dendrite complexity, are male-biased (greater, higher and more complex, respectively, in males than in females) in all songbird species that have been examined, irrespective of the existence of sex differences in singing behaviour (Nottebohm and Arnold, 1976; Gurney and Konishi, 1980; Brenowitz et al., 1985; Nixdorf et al., 1989; Gahr et al., 1998, 2008; MacDougall-Shackleton and Ball, 1999; Hall et al., 2010; Lobato et al., 2015; Schwabl et al., 2015). Testosterone treatment increases the delineable volume of the HVC in both male and female canaries (Nottebohm, 1980; Fusani et al., 2003; Madison et al., 2015) and many other species (Bernard and Ball, 1997; Smith et al., 1997; Gulledge and Deviche, 1999; Van Meir et al., 2004; Dittrich et al., 2014). Nevertheless, the HVC volume of female canaries implanted with testosterone remains markedly smaller than that of males (Nottebohm, 1980) (Figure 1). Testosterone clearly regulates singing behaviour and the anatomy of the HVC in both male and female songbirds. However, an intrinsic limit to the alterations induced by testosterone appears to exist, and this limit prevents female songbirds from reaching the same levels of “maleness” in terms of song characteristics and HVC anatomy.

**FIGURE 1:**
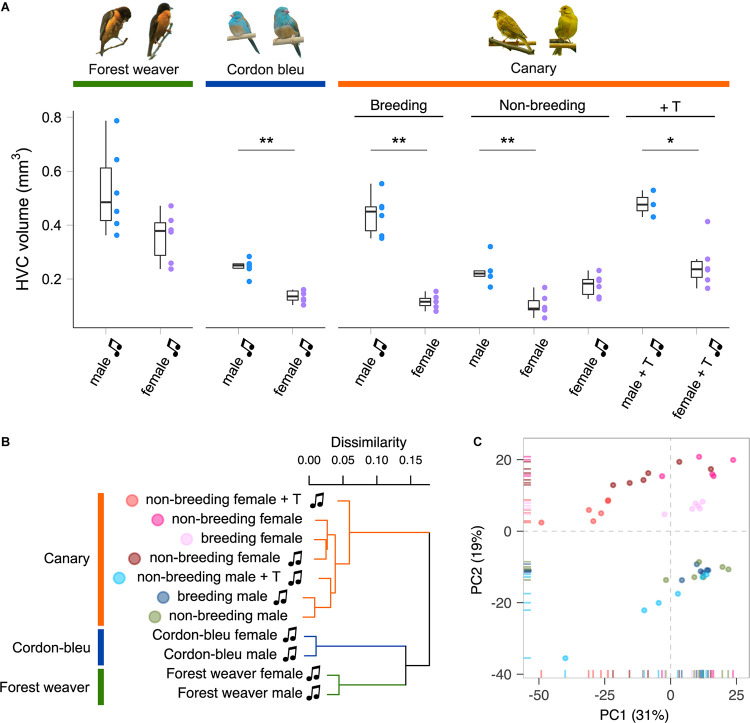
Species, sex, and plasma androgen level are the major determinants of the HVC gene expression patterns in songbirds. **(A)** HVC volume of birds used in this study. Forest weavers: males 0.528 mm^3^ (mean), females 0.357 mm^3^. Mann–Whitney Test, *U* = 7, *P*-value = 0.0931. Cordon-bleus: males 0.245 mm^3^, females 0.136 mm^3^. Mann–Whitney Test, *U* = 0, *P*-value = 0.00217. Breeding canaries: singing males 0.439 mm^3^, non-singing females 0.116 mm^3^. Mann–Whitney Test, *U* = 0, *P*-value = 0.00217. Non-breeding canaries: non-singing males 0.228 mm^3^, non-singing females 0.103 mm^3^, singing females 0.176 mm^3^. Mann–Whitney Test (non-singing males vs. non-singing females), *U* = 0, *P*-value = 0.00492. Mann–Whitney Test (non-singing males vs. singing females), *U* = 8, *P*-value = 0.127. Testosterone-implanted canaries: males 0.478 mm^3^, females 0.253 mm^3^. Mann–Whitney Test, *U* = 0, *P*-value = 0.0238. *P-value < 0.05; **P-value < 0.01. Each colour-coded dot indicates the measurement from one bird. The boxes indicate the 25th/50th/75th percentiles (bottom/middle/top bar), and the extent of the whiskers indicates the most extreme values that are within 1.5 times the IQR (interquartile range) of the hinge. T, testosterone; music note, presence of singing behaviour. **(B)** Hierarchical clustering showing that phylogenetic relatedness accounts for the most variation in the HVC transcriptomes of females and males of the forest weaver, cordon-bleu, and canary. Among the seven canary groups, the testosterone-treated animals were the least similar to the untreated canaries. **(C)** A PCA of the HVC transcriptomes of the seven canary groups distinguished male birds (PC2 < 0) from female birds (PC2 > 0). Each point is colour-coded by group (see panel **B**) and represents an HVC sample.

How are such sex-specific differences in singing and HVC anatomy achieved in different species? We hypothesise the existence of a fundamental difference in gene regulation and expression between male and female conspecific songbirds. Based on this hypothesis, sex differences in the HVC transcriptomes of male and female conspecifics should always be observable, even though both sexes share an almost identical genome. The female-specific W chromosome harbours 30–50 genes, whereas one and two copies of the Z chromosome (harbouring approximately 1,080 genes) are present in female and male birds, respectively (Frankl-Vilches et al., 2015; Smeds et al., 2015; Sayers et al., 2020). We further hypothesise that such intrinsic differences cannot be overwritten by manipulating the testosterone level in females. To test our hypotheses, we compared the transcriptomes of HVCs microdissected from three songbird species—the forest weaver, the blue-capped cordon-bleu, and the canary. These species represent three categories of sex differences in singing behaviour (low, medium, and high). Furthermore, we compared male and female canaries with and without testosterone implantation to evaluate the effects of testosterone (Table 1). The results revealed sex differences in the HVC transcriptome between- and within-species comparisons. Our results indicate that although the extent of sex-biased gene expression is context-dependent, it is persistent regardless of hormonal manipulation, behavioural phenotypes, and distinct genetic backgrounds.

**TABLE 1:** Experimental groups and sample sizes.

**Species**	**Group**	**Sex**	**Singing**	**Tissue**	**Sample size**
Forest weaver	Breeding	Female	Yes	HVC	6
		Male	Yes	HVC	6
Blue-capped cordon-bleu	Breeding	Female	Yes	HVC	6
		Male	Yes	HVC	6
Canary	Breeding	Female	No	HVC	6
		Male	Yes	HVC	6
	Non-breeding	Female	Yes	HVC	6
		Female	No	HVC	5
		Male	No	HVC	6
	Non-breeding + testosterone	Female	Yes	HVC	6
		Male	Yes	HVC	6

## Materials and Methods

### Animals

Forest weaver (*Ploceus bicolor*) pairs were observed in their breeding territories in eastern South Africa; the songs of the pairs were recorded to ensure that both mates were singing. Subsequently, the animals were caught and sacrificed in accordance with permits issued by the local authorities (Chief Professional Officer for Research at the Natal Parks, Game and Fish Preservation Board, P. O. B. 662, Pietermaritzburg 3200). Blue-capped cordon-bleus (*Uraeginthus cyanocephalus*) and canaries (*Serinus canaria*) were bred at the animal facilities at the Max Planck Institute for Ornithology in Seewiesen, Germany. The procedures used for animal housing and welfare complied with the European directives for the protection of animals used for scientific purposes (2010/63/EU), and the protocols were approved by the Government of Upper Bavaria (AZ No. 55.2-1-54-2532-181-12). Adult canaries and blue-capped cordon-bleus (aged at least 1 year) were housed in pairs under long-day conditions (light:dark = 14:10 h), and their breeding activities were monitored. The birds (male canaries and cordon-bleus) were sacrificed after singing activity was observed during the breeding season. Non-breeding canaries were housed pairwise with a 9-h light:15-h dark schedule for at least 8 weeks before their singing activity was monitored (generally starting in late September). Non-breeding male and female canaries were maintained alone in sound-attenuated boxes (70 × 50 × 50 cm), recorded continuously during the song monitoring phase (2 weeks) and sacrificed after confirmation of no singing activity. Additional groups of male and female non-breeding and non-singing canaries were implanted with testosterone for 2 weeks and sacrificed after observation of singing activity. Water and food were available *ad libitum*. The sex was confirmed by PCR using the P2 and P8 primers for CHD genes (Griffiths et al., 1998) and by visual inspection of the reproduction system after sacrifice. We previously found that six non-breeding female canaries exhibited singing behaviour during long-term monitoring, and their songs have been described in detail (Ko et al., 2020). In this study, we included the transcriptomes of these birds. All the birds were sacrificed via an overdose of isoflurane followed by decapitation, the body weights were recorded, and the brains were dissected, weighed, snap-frozen on dry ice and stored at −80°C until further use. Table 1 summarises the information of the experimental groups used in this study.

### Testosterone Implantation

A Silastic^TM^ tube (Dow Corning; 1.47-mm inner diameter, 1.96-mm outer diameter, 0.23-mm thickness) was cut to a length of 7 mm and loaded with testosterone (86500, Fluka) as densely as possible. The two ends of the Silastic^TM^ tube were sealed with silicone elastomer (3140, Dow Corning). After closure, the implants were cleaned with 100% ethanol to remove testosterone particles and then immersed in ethanol overnight in a hood to ensure no leakage at either end. Implants with apparent dampness were discarded. One day prior to the implantation, the implants were incubated in 0.1 M phosphate buffered saline (PBS) overnight to enable the immediate release of testosterone upon implantation (Rasika et al., 1994). We started implantation at approximately 8:30 am (immediately after the light was turned on in the morning), which resulted in a 20-min interval between birds based on the scarification time. A small incision was made on the back of the bird over the pectoral musculature, and one testosterone implant was placed subcutaneously. The skin was closed by the application of tissue glue. After 2 weeks, the animals were sacrificed. The testosterone implants were checked, and this inspection revealed that the implants were all in place and were not empty at the end of the experiments.

### Radioimmunoassay of Plasma Testosterone

Blood was sampled (<150 μl) at the time sacrifice. All blood samples were taken between 8 and 11 am and were taken within 3 min after caught to avoid the effect of handling (Wingfield et al., 1982). Blood samples were centrifuged (5,000 rpm, 10 min) to separate the plasma from blood cells. Testosterone metabolites were measured with a radioimmunoassay using a commercial antiserum against testosterone (T3-125, Endocrine Sciences, Tarzana, CA, United States) as previously described (Goymann et al., 2002). Standard curves and sample concentrations were calculated with Immunofit 3.0 (Beckman Inc., Fullerton, CA, United States) using a four-parameter logistic curve fit and corrected for individual recoveries.

The testosterone concentrations were assayed in duplicate in five separate assays. The mean extraction efficiency for plasma testosterone was 85.0 ± 3.9% (mean ± SD, *N* = 42). The lower detection limits of the testosterone assays were 0.34, 0,35, 0.36, 0.38 and 0.35 pg per tube, and all the samples were above the detection limit. The intra-assay coefficients of variation of a chicken plasma pool were 8.7%, 3.4%, 12.8%, 1.9%, and 4.4%. The interassay coefficient of variation as determined by the variation in the chicken plasma pool between all the assays was 5.1%. Because the testosterone antibody used shows significant cross-reactions with 5α-dihydrotestosterone (44%), our measurement might include a fraction of 5α-DHT.

### Brain Sectioning

The birds were killed by an overdose of isoflurane, and their brains were snap-frozen on dry ice. The brains were sectioned sagittally into four series of 40-μm sections and two series of 20-μm sections with a cryostat (Jung CM3000 Leica). The 40-μm sections were mounted on glass slides for subsequent tissue dissection for total RNA extraction, whereas the thin sections were mounted on RNase-free Superfrost slides for Nissl staining and measurement of the HVC volume. All sections were stored at −80°C until further processing.

### Measurement of the HVC Volume

One series of 20-μm sections mounted on RNase-free Superfrost slides was subjected to Nissl staining with 0.1% thionin (Sigma-Aldrich), dehydrated, immersed in xylene and cover-slipped with Roti-Histokitt II mounting medium (Roth). The HVC areas (typically 8–10 slices) were measured with a Leica DM6000 B microscope connected to a computer-based image-analysis system (IMAtec). All brains were coded such that the observers were blind toward any additional information about the sections they measured during the delineations. The volumes were derived from the summed area measurements multiplied by the section thickness and the intersection distance.

### Microarray Procedures and Annotation

For total RNA extraction, the song control nucleus HVC and the visual area of the entopallium were dissected from the abovementioned 40-μm sections under a stereomicroscope (typically 24–32 slices for the HVC and 16–20 slices for the entopallium) and transferred into an Eppendorf tube containing 340 μl of RLT buffer mixture (containing DTT, Qiagen). This dissection procedure using rather thin sections reduces the contamination of HVC tissue with surrounding tissue. RNA was then extracted using the RNeasy^®^ Micro Kit (Qiagen) with the optional DNase digest step. The RNA quality was assessed using the Agilent Model 2100 Bioanalyzer (Agilent Technologies), and the RNA concentrations were assessed using a Nanodrop 1000 spectrometer (Thermo Fisher Scientific). The RNA quality of all samples was good (RIN > 7). The purified total RNA samples (at least 100 ng per sample) were subsequently processed and hybridised using the Ambion WT Expression Kit and the Affymetrix WT Terminal Labelling and Controls Kit. The resulting cDNA was hybridised to the Custom Affymetrix Gene Chip^®^ MPIO-ZF1s520811 Exon Array, which has been used successfully and validated in cross-species hybridisation studies (Dittrich et al., 2014; Frankl-Vilches et al., 2015). The 5.7 million male zebra finch-specific probes spotted on this array correspond to approximately 4,711,133 probe sets and hence to 25,816 transcripts published in public databases until 2010 (NCBI and Ensembl) and mapped to the zebra finch genome published by Warren et al. (2010). We annotated more than 90% of the transcripts to 12,729 human orthologous genes using several publicly available databases [Ensembl, GenBank, UniProt, and DAVID (Benson et al., 2005; Huang et al., 2008, 2009; Flicek et al., 2014; Consortium, 2015; Yates et al., 2016)] and commercial databases (El Dorado, Genomatix, Precigen Bioinformatics Germany GmbH (PBG), Munich, Germany). Hybridisation was performed for 16 h at 45°C and 60 rpm in a GeneChip Hybridization Oven 640 (Affymetrix). The arrays were washed, stained, and scanned using the Affymetrix GeneChip Fluidics Station 450 and the Affymetrix GeneChip scanner 3000 7G. The CEL files were generated using Affymetrix^®^ GeneChip Command Console Software (AGCC), and for quality control, the success of individual hybridisations was assessed using Affymetrix^®^ Expression Console^TM^ software.

Differential expression was calculated using ChipInspector software version 21 [El Dorado Database version E28R1306 (Genomatix, 2021)]. ChipInspector is a single probe-based analysis tool for microarray data that can show increased sensitivity compared with that obtained with conventional probe set-based analyses, such as robust multiarray analysis. ChipInspector consists of four steps: single probe-transcript annotation (ensuring up-to-date annotation), total intensity normalization, SAM (significance analysis of microarrays, adapted to single-probe handling) analysis (Tusher et al., 2001), and transcript identification based on significantly changed probes (Cohen et al., 2008). We set the delta threshold to 0 (to control the false positive rate) and used the groupwise exhaustive comparison tool in ChipInspector. The minimum coverage for each transcript was set to 10 significant probes, and the minimum expression difference was | log_2_(fold change)| ≥ 0.5. The significantly differentially expressed transcripts obtained were annotated to human orthologous genes as described above. For transcripts belonging to the same genes, the average expression was calculated if all transcripts were regulated in the same manner (e.g., all upregulated or all downregulated). If a gene contains both up- or downregulated transcripts, the transcripts that showed changes in expression in the minority direction were discarded (<40% of the total transcripts), and the average expression was instead calculated from the remaining transcripts (60% or more). Transcripts without human orthologous gene annotation were removed prior to subsequent analyses. We were cautious about possible cross-species bias in hybridisation, and differential expression analyses were only performed between two conspecific groups. The microarray data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (Edgar et al., 2002) and are accessible through the GEO Series accession number GSE83674.

### Hierarchical Clustering

The normalised gene expression levels (across all transcriptome samples) were calculated using the “justRMA” function of the R package “affy” v1.66.0 (Gautier et al., 2004), and the expression levels were further collapsed to gene levels using the “collapseRows” functions of the R package “WGCNA” v1.69 (Langfelder and Horvath, 2008, 2012). The group-level expression levels were calculated by averaging the gene expression levels. Spearman’s ρ was calculated between samples (or groups) using the “cor” function, and a Euclidean distance matrix was calculated [dist(1-cor)] and used for hierarchical clustering analysis (method: complete) with the “hclust” function. This computation was performed with R v4.0.2 (R Core Team, 2020) using the “dendextend” v1.14.0 package for visualisation (Galili, 2015).

### Principal Component Analysis (PCA)

Principal component analysis (PCA) (Ringner, 2008) was performed using the normalised and collapsed HVC gene expression data (described in the hierarchical clustering section) from 41 canaries (Table 1). The computation was performed using the “pca” function of the R package “pcaMethods” [v1.60.0 (Stacklies et al., 2007), method = svd]. The data were centred but not scaled because the expression data had already been normalised.

### Fisher’s Exact Testing for Chromosomal Enrichment

Fisher’s exact test was used to test whether sex-biased genes were enriched on a chromosome by comparing the gene lists of interest to the zebra finch annotation (release 103)^1^. We used the “fisher.test” function in R (R Core Team, 2020) with the alternative set to “greater” for enrichment. The male- and female-biased genes identified from each comparison as well as the male-specific, female-specific, and sex-shared genes were tested separately. The *P*-values were adjusted using the Bonferroni correction to account for multiple comparisons using “p.adjust” in R (R Core Team, 2020).

### Gene Ontology (GO) Term Enrichment Analysis

We used ClueGO v2.2.4, an application built in the Cytoscape environment v3.3.0 (Shannon et al., 2003; Bindea et al., 2009), to predict the putative biological functions of the genes of interest. This software performs GO term enrichment hierarchical analyses and fuses GO terms with similar functions. The enrichment was determined by the right-sided test and corrected using the Bonferroni step-down method considering multiple comparisons.

## Results and Discussion

### The Species Identity Distinguishes Its HVC Transcriptomes

We quantified the total mRNA from the HVC of male and female birds belonging to three songbird species (forest weavers, blue-capped cordon-bleus, and canaries) during the breeding season (Table 1). 

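HVC RNA of 66 birds was hybridised to a custom exon array that carries probes designed on the zebra finch, with 1 array per bird. The arrays comprised 12 forest weavers and 12 blue-capped cordon-bleus, with 6 males and 6 females each, and 42 canaries. The canaries formed 7 groups of 6 birds, namely breeding singing males, breeding non-singing females, non-breeding non-singing males and females, non-breeding males and females that sang after testosterone implantation, and non-breeding females that sang spontaneously. The paper lists 5 non-breeding non-singing females in HVC, whereas 6 were found in the sample descriptions. Which bird the paper left out is not settled, so all 6 were used. The bird numbers given for the non-breeding non-singing females and for the testosterone-implanted females are not the ring numbers shown for these groups in Supplementary Figure 2, so it is open whether they are the same birds. For the testosterone-implanted birds of both sexes, the treatment protocol in the sample descriptions says no treatment. Their other descriptions and the paper say testosterone, which was followed. Each array gave a log2 level for 26061 transcripts, already normalised between arrays by the authors. The submitters name Affymetrix Expression Console, and its settings are not given in the sources used here. The median level of an array lay between 7.13 and 7.27 in forest weavers and cordon-bleus and was at most 7.44 in canaries. Over all groups and tissues, arrays of the same group had a Pearson correlation across transcripts of 0.963 to 0.994, and 0 pairs of arrays were identical. The files do not pair transcript identifiers with gene names, and 0 of the identifiers matched a table of 17915 reference genes. Transcripts were therefore counted rather than genes, and the Z chromosome could not be separated from the autosomes. For each comparison, the 2 groups were tested with limma. A transcript was called when its adjusted p (Benjamini-Hochberg over all transcripts) was under 0.05 and its absolute log2 fold change was at least 0.5, the minimum used in the paper. The paper instead tested single probes with ChipInspector, a step that needs the scanned probe intensities. The number of arrays per group limits the precision of all values.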

For intraspecies sex comparisons, we included male and female canaries during the non-breeding seasons (both non-singing), and subgroups were treated with testosterone to induce singing behaviour in both sexes (Supplementary Figure 1). In addition, we obtained a rare group of non-breeding female canaries that sang spontaneously without exogenous testosterone manipulation. However, their plasma androgen levels were intrinsically higher than those of non-breeding and non-singing females (Ko et al., 2020). To visualise the similarities in the gene expression patterns among and within the three species, we calculated Spearman’s rank correlation coefficient σ for 12,360 gene expression levels and calculated the distance matrix based on the coefficient σ. 

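Birds of the same species had more similar HVC array profiles than birds of different species. The probes were designed on the zebra finch, and the paper names a possible bias of hybridisation between species. Such a bias cannot be told apart from a difference in expression here. The mean Spearman correlation across transcripts was 0.984 between birds of the same species and 0.938 between birds of different species. The highest correlation between birds of different species was 0.956, and the lowest between birds of the same species was 0.934. The Euclidean distance between the profiles of 1 minus this correlation was clustered by complete linkage, as described in the methods. When the tree was divided into 3 clusters, 41 canaries formed a cluster of their own, all 24 forest weavers and cordon-bleus shared another, and a testosterone-implanted male canary stood alone. In this division, 42 of the 66 birds were in a cluster of their own species, and 5 clusters were needed before every cluster held a single species. When the mean profiles of the 11 groups were clustered, all 11 groups fell into 3 clusters of a single species each.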

The resulting cladogram indicated that the HVC transcriptomes of the eleven groups were clustered primarily by phylogenetic relatedness (Figure 1B and Supplementary Figure 2). 

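The entopallium of 65 birds was hybridised to the same array, with 12 forest weavers, 12 cordon-bleus and 41 canaries. The canary groups were those of HVC, with 5 non-breeding non-singing females and 6 birds in every other group. The forest weavers, the cordon-bleus and the canaries separated completely in the entopallium, since 65 of 65 birds were in a cluster of their own species when the complete-linkage tree was divided into 3 clusters. The mean Spearman correlation between birds of different species was 0.942 in this tissue, and the lowest correlation between birds of the same species was 0.956. The highest between birds of different species was 0.954. The median log2 level of an array lay between 7.22 and 7.29 in forest weavers, between 7.18 and 7.29 in cordon-bleus and between 7.29 and 7.45 in canaries. The values were normalised by the authors in the same table as those of HVC, and nothing else was changed before the correlations were computed. As in HVC, a bias of hybridisation between species cannot be told apart from a difference in expression.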

We obtained a similar result with the transcriptomes of another tissue, the entopallium (Supplementary Figure 3), which is an area of the avian visual system that is functionally equivalent to the primary visual cortex of mammals. 

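In HVC, every canary was most similar to a bird of its own sex. The most correlated bird was of the same sex for 42 of 42 canaries and of the same group for 38 of them. Each group consisted of a single sex, so the sexes of whole groups were exchanged in the test, and other exchanges reached 42 as well (one-sided exact permutation test over 7 groups, p = 0.200). Among the birds of other groups, the most correlated was of the same sex for 36 of 42 canaries (p = 0.0286 from the same exact test, the smallest that it can give). The mean Spearman correlation was 0.985 between canaries of the same sex and 0.983 between the sexes. Among the 7 groups, spontaneously singing females had the lowest mean correlation with the birds of the other groups, 0.978, followed by testosterone-implanted males with 0.980. The testosterone-implanted females had the highest, 0.986. The group most similar to the testosterone-implanted females was that of non-breeding non-singing females, with a mean correlation of 0.989, and the group most similar to the testosterone-implanted males was that of non-breeding non-singing males, with 0.982. In the tree of canaries, the first branching set a single testosterone-implanted male, replicate 1, apart from the other 17 males and the 24 females.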

The within-species comparison of the canary HVC showed that the individual transcriptomes clustered well by sex, with the exception of the non-breeding canaries implanted with testosterone (Figure 1B and Supplementary Figure 2). The subclusters of forest weaver and cordon-bleu HVC transcriptomes were less sexually differential than those of canaries, i.e., male and female birds were intermittent within the subcluster of the two species (Supplementary Figures 2, 3).

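Forest weavers were not grouped by sex in HVC. Their most correlated bird was of the same sex in 6 of 12 cases (one-sided exact permutation test, p = 0.494), and the mean Spearman correlation was 0.979 both within and between the sexes. Cordon-bleus were most similar to a bird of the same sex in 11 of 12 cases (one-sided exact permutation test, p = 0.00433), with mean correlations of 0.989 within and 0.987 between the sexes. In the entopallium, the most correlated bird was of the same sex for 12 of 12 forest weavers (one-sided exact permutation test, p = 0.00216, the smallest that the permutations can give) and for 8 of 12 cordon-bleus (p = 0.177 from the same exact test). Among canaries it was of the same sex for 40 of 41 birds in the entopallium (one-sided exact permutation test over 7 groups, p = 0.429), and among the birds of other groups for 30 of 41 (p = 0.114 from the same exact test). These are 8 tests in the same family, and they were chosen after the trees had been seen.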

### Sex-Biased Gene Expression in the HVC of Songbirds

We defined the degree of sex differences in HVC gene expression levels as the number of sex-biased genes whose expression levels showed significant differences between males and females of the same species (male-biased genes showed higher expression levels in males than in females, log_2_ (fold change) ≥ 0.5; female-biased genes presented higher expression levels in females than in males, log_2_ (fold change) ≤ −0.5). For canary, we quantified the sex differences from five distinct male-to-female comparisons (Figure 2A, comparisons 3 to 7).

**FIGURE 2:**
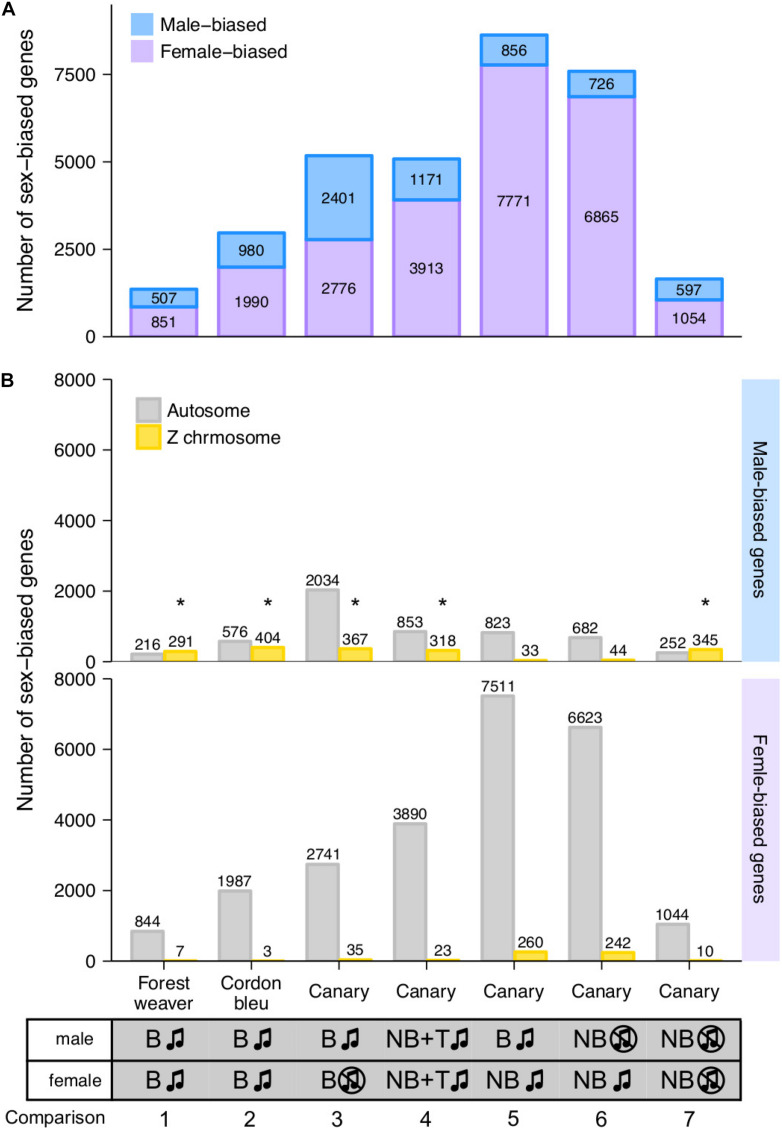
Female- and male-biased sex differences in HVC gene expression levels in songbirds. **(A)** The bar graph summarises the number of sex-biased genes in the HVC transcriptome identified from each male-to-female comparisons. The phenotypes of the groups being compared in each male-to-female comparison are listed at the bottom of the graph. **(B)** The bar graph summarises the number of autosomal and Z chromosomal genes classified as male- and female-biased genes in the HVC transcriptome based on each male-to-female comparison. B, breeding; NB, non-breeding; T, testosterone implantation. The music note indicates the presence or absence of singing behaviour; the asterisk (*) indicates enrichment for Z chromosomal genes (adjusted *p* < 0.05, Fisher’s exact test followed by the Bonferroni correction for multiple testing, see Supplementary Table 1).

Interestingly, we found persistent sex differences in HVC gene expression levels from all the comparisons, regardless of the degree of sex differences in singing behaviour (Figure 2A). 

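Across comparisons 2 to 7, which cover the cordon-bleus and all 5 canary comparisons, 32 transcripts were male-biased and 1 was female-biased in every comparison. The male-biased XM_002191741 had a level of 9.52 ± 0.08 (SD, n = 6) in male and 8.53 ± 0.24 (SD, n = 6) in female cordon-bleus, a log2 fold change of 1.00 (standard error 0.10, adjusted p = 2.83e-05 from limma). In canaries its log2 fold change lay between 0.74 in the testosterone-implanted birds and 1.10 in the non-breeding non-singing birds. A second male-biased transcript, XM_002191627, had log2 fold changes between 0.69 and 0.98 in canaries and of 0.82 in cordon-bleus. The female-biased XM_002193981 had a level of 4.94 ± 0.24 (SD, n = 6) in male and 7.09 ± 0.32 (SD, n = 6) in female cordon-bleus, a log2 fold change of -2.14 (standard error 0.14, adjusted p = 8.26e-06 from limma), and its log2 fold change in canaries lay between -1.71 and -1.32. For these 3 transcripts the levels of males and females did not overlap in any of the 6 comparisons. In cordon-bleus, 270 transcripts were male-biased and 16 were female-biased. In breeding canaries (comparison 3, singing males and non-singing females), 546 transcripts were male-biased and 321 were female-biased. The levels of all males lay on the same side of those of all females for 524 transcripts in cordon-bleus (2.01%) and for 3228 in breeding canaries (12.4%), where chance gives 0.216% of the transcripts. The paper counts the sex-biased genes in each of the 7 comparisons and, since none lacked them, concludes that sex differences in HVC persist whether or not the sexes differ in singing.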

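In cordon-bleus, 280 of the 286 sex-biased transcripts of HVC had an absolute log2 fold change between 0.5 and 1, a share of 97.9%. In breeding canaries (comparison 3, singing males and non-singing females) it was 806 of 867 transcripts. The share was 95.5% in testosterone-implanted birds (comparison 4) and 93.2% in non-breeding non-singing birds (comparison 7). In the comparisons that included spontaneously singing females it was 93.7% against breeding males (comparison 5) and 93.4% against non-breeding males (comparison 6). The median absolute log2 fold change of the sex-biased transcripts was 0.64 in cordon-bleus and between 0.60 and 0.62 in the canary comparisons. In forest weavers, where limma called no transcript, 93.1% of the transcripts with an absolute log2 fold change of at least 0.5 were below 1, with no test applied.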

The majority (> 90%) of sex-biased genes were lowly biased (0.5 ≤ | log_2_ (fold change)| < 1, Supplementary Figure 4). The comparison of forest weaver (the female birds can sing identical songs to the males; least differences in the HVC volumes between the sexes; Figure 1A) showed the least prominent sex differences in the HVC transcriptomes across all the comparisons performed in this study. Nevertheless, the extent of sex differences in gene expression levels was extensive (>1,300 sex-biased genes, Figure 2A, comparison 1). 

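In the HVC of forest weavers, whose sexes sing alike, limma called 0 transcripts between 6 males and 6 females. The smallest adjusted p was 0.336. At an unadjusted p under 0.05, 1447 transcripts differed, where 1303 are expected by chance. Of these, 213 had an absolute log2 fold change of at least 0.5, and 148 of the 213 were higher in males. By fold change alone, 192 transcripts were higher in males and 111 were higher in females. The transcripts that were male-biased in cordon-bleus were shifted in the same direction in forest weavers. Of them, 262 had a higher mean in male weavers, with a median log2 fold change of 0.40 (quartiles 0.30 and 0.50), against 0.01 for all other transcripts (camera p = 3.28e-77 with a preset correlation of 0.01, and p = 0.00809 with an estimated correlation). The 32 transcripts that were male-biased in every comparison of cordon-bleus and canaries all had a higher mean in male weavers, with a median log2 fold change of 0.53. These sets were chosen after the calls in the other species had been seen. The median residual standard deviation of a transcript was 0.190 in forest weavers and between 0.113 and 0.153 in canaries compared between the sexes. In a test on simulated data with the spread of these 12 arrays, 88.3% of transcripts given a log2 fold change of 0.75 were recovered. That test drew transcripts independently and used changes larger than the median shift of 0.40, so it does not show that such shifts would be found. Without female replicate 4, limma called 94 transcripts, of which 85 were male-biased and 9 were female-biased.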

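Non-breeding male and female canaries, neither of which sang, differed mainly in transcripts that were higher in males. In HVC, 369 transcripts were male-biased and 72 were female-biased, in total 441 of 26061. Of the 270 transcripts that were male-biased in cordon-bleus, 188 were also male-biased here, where 3.82 are expected for independent sets of these sizes. Among the female-biased transcripts, XM_002193981 had a level of 5.76 ± 0.10 (SD, n = 6) in males and 7.08 ± 0.09 (SD, n = 6) in females (adjusted p = 4.27e-08 from limma). The levels of males and females did not overlap for 1603 transcripts, 6.15% of all. The paper's n is 5 for the females, and 6 were used here. Without each female in turn the total was 406, 449, 413, 450, 436 and 455 for replicates 1 to 6. The bird numbers of these females do not match those in Supplementary Figure 2, which leaves open whether they are the birds of the paper.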

The comparison showing the second-lowest degree of sex-differences was the comparison of non-breeding male and non-breeding female canaries (>1,500 sex-biased genes, Figure 2A, comparison 7), both lacking singing behaviour, but HVC volume was male biased (Figure 1A). Testosterone implantation induced singing behaviour and increased the HVC volume of both male and female canaries, although a markedly smaller HVC volume continued to be observed in these females (Figure 1A and Supplementary Figure 1C). Such processes in females are referred to as “masculinisation” of the female brain and behaviour (Arnold and Gorski, 1984; Wade, 2001). However, the gene expression levels of the testosterone-stimulated singing female canaries were very different from those of the male canaries administered the same treatment (>5,000 sex-biased genes, Figure 2A, comparison 4). 

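In HVC, testosterone-implanted singing males and females, 6 of each sex, differed in 376 transcripts. Of these, 214 were male-biased and 162 were female-biased, and the levels of males and females did not overlap for 1739 transcripts (6.67%). Part of this set was male-biased without the implant as well. Of the 214 male-biased transcripts, 80 were male-biased between non-breeding non-singing birds, where 3.03 are expected for independent sets, and 64 were male-biased in cordon-bleus, where 2.22 are expected. Of the female-biased transcripts, 13 were female-biased between non-breeding non-singing birds, where 0.448 are expected. Whether the difference between implanted singing birds and non-singing birds without an implant was the same in both sexes was tested with an interaction term. The implant and singing cannot be told apart in this difference. In a limma model with an interaction of sex and implant over 24 birds, 528 transcripts were called, of which 198 had a larger log2 change in males than in females and 330 a smaller one. Another of 100 splits of the same arrays called 412, and without male replicate 1 the count fell to 372. Whether the difference varies with sex is therefore not settled. Which direction prevailed was not settled, since 168 transcripts were male-biased and 193 were female-biased after each array had been scaled to the same total intensity, and 164 and 200 after quantile normalisation, which was chosen after the data had been seen. Without male replicate 5, 582 transcripts differed between the sexes, and the interaction called 858. It called 854 without male replicate 6 and 372 without male replicate 1.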

The comparisons showing the most striking sex differences were the two that included spontaneously singing female canaries. 

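Spontaneously singing females differed from breeding singing males (comparison 5) in 1964 transcripts of HVC, of which 1320 were higher in the females and 644 were higher in the males. They differed from non-breeding non-singing males (comparison 6) in 1831 transcripts, of which 1193 were higher in the females and 638 were higher in the males. Both comparisons shared the same 6 females, and 850 transcripts were female-biased and 454 were male-biased in both. The levels of males and females did not overlap for 4460 transcripts (17.1%) in comparison 5 and for 4032 (15.5%) in comparison 6.
Weakly expressed transcripts were shifted as a group. In the 25% of transcripts with the lowest mean level, the median male-to-female log2 fold change was -0.28 in comparison 5 and -0.27 in comparison 6, and over all transcripts it was -0.10 and -0.09. The low end of the arrays of these females lay higher than in the other canaries. The 1st percentile of their transcript levels was between 3.18 and 3.37 in HVC, compared with 2.65 to 2.95 in the 36 other canaries, and between 3.22 and 3.43 in the entopallium, compared with 2.63 to 3.03 in the 35 others.
Without these 25%, 591 were male-biased and 411 were female-biased in comparison 5, in total 1002, and 573 and 389 in comparison 6. After quantile normalisation of the arrays, which was chosen after the low end had been seen, 817 were male-biased and 428 were female-biased in comparison 5, and 783 and 444 in comparison 6.

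**Figure D1:**
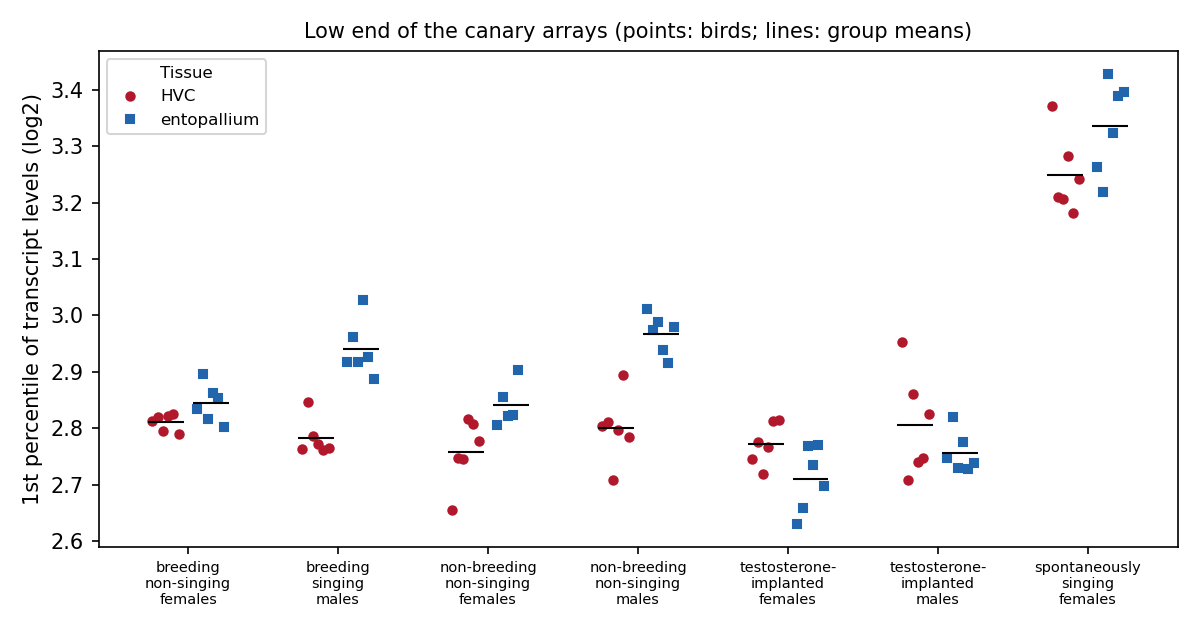
The 1st percentile of the log2 transcript levels of each canary array is plotted for the 7 groups, with circles for HVC, squares for the entopallium and lines for group means. Spontaneously singing females lie between 3.18 and 3.43 in both tissues, and all other birds lie at or below 3.03.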

As revealed in these comparisons, many genes showed markedly different regulation in spontaneously singing female canaries, as reflected by expression levels, compared with breeding singing male canaries (>8,600 sex-biased genes, comparison 5) and non-breeding non-singing male canaries (>7,500 sex-biased genes, comparison 6, Figure 2A).

For each comparison, we decomposed the sex-biased genes into two classes, autosomal genes and Z sex chromosomal genes, to assess whether the sex-biased genes were mainly concentrated on the sex chromosomes. Annotation for W chromosomal genes was unfortunately not available in our study. We used Fisher’s exact test to evaluate whether a particular chromosome was enriched in sex-biased genes. We observed enrichments of Z chromosomal genes among the male-biased genes identified in most of the comparisons (Figure 2B and Supplementary Table 1). This observation was not surprising because males are the homogametic sex (have two copies of Z), whereas females are the heterogametic sex (have one copy of Z and one copy of W) in birds, and the dosage compensation for Z-linked genes is less complete in birds than that in mammals (Itoh et al., 2007; Wolf and Bryk, 2011; Mank, 2013; Nätt et al., 2014; Uebbing et al., 2015). However, one canary comparison (breeding singing males and non-breeding singing females, Figure 2B, comparison 5) was an exception (Supplementary Table 1). In this comparison, the spontaneously singing female canaries expressed a high number of Z chromosomal genes (260 genes, approximately 24% of all Z chromosomal genes) at higher levels than the breeding singing male canaries, which eliminated the male enrichment of Z chromosomal genes.

Sex-biased genes were not only Z chromosomal genes; in fact, sizeable numbers of the autosomal genes were found to be sex-biased genes, particularly female-biased genes (male-biased genes: >40%; female-biased genes: >96%, Figure 2B). Many studies have reported sex differences in the gene expression levels in multiple tissues and animal species (Yang et al., 2006; Itoh et al., 2007; Wolf and Bryk, 2011; Frésard et al., 2013; Nätt et al., 2014; Uebbing et al., 2015). Gene expression levels are generally under tight regulation, and perturbed expression levels might result in functional consequences. For example, several genes, including transcription factors, modulate distinct gene sets depending on their expression levels (Birchler et al., 2001; Doghman et al., 2013; Schulz, 2017).

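Many male-biased transcripts of HVC recurred between comparisons that had no bird in common. Among the 12 such pairs of comparisons 2 to 7, the shared male-biased transcripts made up between 6.72% and 41.7% of the transcripts that were male-biased in either, with a median of 15.6%. Cordon-bleus and breeding canaries (comparison 3) shared 153 male-biased transcripts, where 5.66 are expected for independent sets of these sizes, and the canary comparisons 3 and 7 shared 187, where 7.73 are expected. In cordon-bleus, breeding canaries and non-breeding non-singing canaries together, 131 transcripts were male-biased in all 3 comparisons. For the 3 pairs of comparisons that shared a group of birds, the share was between 18.8% and 54.8%. Comparison 1 had no male-biased transcript and therefore no overlap. The transcripts could not be assigned to autosomes or the Z chromosome, so these shares cover all transcripts.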

We compared the male-biased genes in a pairwise manner across the comparisons and found that the male-biased autosomal genes showed low similarity to each other (Supplementary Figure 5A), whereas the male-biased Z chromosomal genes showed some similarity across the groups (Supplementary Figure 5B). 

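Some female-biased transcripts of HVC recurred between comparisons 2 to 7. Among the 12 pairs with no bird in common, the shared female-biased transcripts made up between 0.225% and 6.77% of those that were female-biased in either, with a median of 1.98%. These shares are limited by the unequal numbers of female-biased transcripts, which were 16 in cordon-bleus and 1193 in comparison 6. Of those 16, 5 were also female-biased in comparison 6 and 5 were male-biased there. Non-breeding non-singing canaries (comparison 7) and breeding canaries (comparison 3) shared 17 female-biased transcripts, where 0.887 are expected for independent sets, and testosterone-implanted and breeding canaries shared 15, where 2.00 are expected. The pairs that shared a group of birds had shares between 1.28% and 51.1%. Whether the shares of male-biased and female-biased transcripts differ was not tested, since the pairs share birds and are not independent. Autosomal and Z chromosomal transcripts were not separated.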

Pairwise comparison of the female-biased genes across groups showed low similarity, and this finding was obtained for both autosomal genes (Supplementary Figure 5C) and Z chromosomal genes (Supplementary Figure 5D). Fisher’s exact test showed that chromosome 2 (comparisons 1, 4, and, 5) and chromosome 3 (comparisons 1, 2, and 4) are hotspots for female-biased genes; the enrichments of these chromosomes were observed in four out of the seven pairwise comparisons (Supplementary Table 1).

Further examination of the sex-biased genes (comparisons 1, 2, and 5) identified in the groups of naturally singing birds revealed that almost none of the male-biased autosomal genes (Figure 3A) and none of the female-biased Z chromosomal genes (Figure 3B) were shared across the three songbird species. In addition, relatively low numbers of male-biased Z chromosomal genes (Figure 3A) and female-biased autosomal genes (Figure 3B) were shared across the three songbird species. This observation indicates that only a small set of genes were regulated in the same manner (male- or female-biased) between species even though all birds exhibit singing behaviours. Moreover, a Gene Ontology (GO) enrichment analysis suggested that male- and female-biased genes did not functionally converge to similar pathways in the three studied species (Figure 3C).

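No transcript of HVC was male-biased or female-biased in all 3 species, since limma called 0 transcripts in forest weavers. Cordon-bleus and canaries (comparison 5) shared 109 male-biased transcripts, 40.4% of those of the cordon-bleus, where 6.67 are expected for independent sets, and 3 female-biased transcripts, where 0.810 are expected. Of the 16 female-biased transcripts of the cordon-bleus, 5 were male-biased in comparison 5. In forest weavers, 108 of these 109 male-biased transcripts had a higher mean in males, with a median log2 fold change of 0.43 (quartiles 0.36 and 0.53). With camera the set was shifted at p = 2.05e-62 with a preset correlation and at p = 0.0106 with an estimated correlation. The set was chosen on the other 2 species. The 3 female-biased transcripts had a median log2 fold change of -0.37 in forest weavers (camera p = 0.103 with an estimated correlation). With the fold change of at least 0.5 as the only criterion, 37 transcripts were male-biased in all 3 species, where 0.0678 are expected for independent sets, and 1 was female-biased, where 0.0173 is expected. From the small number of genes shared by comparisons 1, 2 and 5 (Figure 3A and 3B), the paper concludes that few genes were biased in the same direction in all of the species although all of the birds sang.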

**FIGURE 3:**
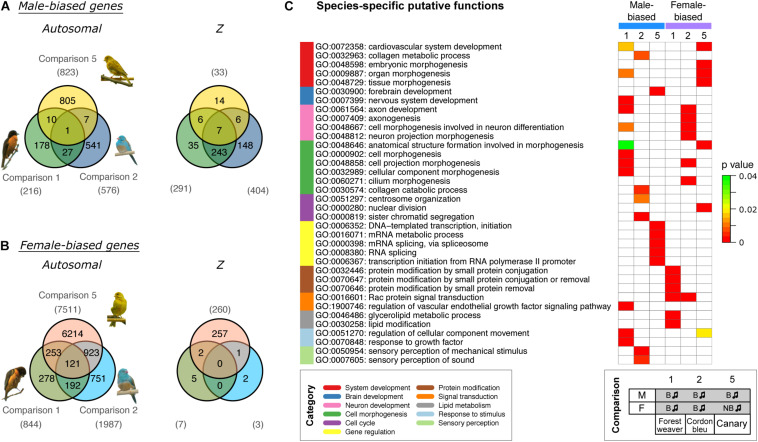
Cross-species comparisons of sex-biased genes expressed in the HVC of birds with singing phenotypes shows high species specificity. Venn diagrams of male-biased **(A)** and female-biased **(B)** autosomal and Z chromosomal genes. The numbers of sex-biased genes are indicated in parentheses. **(C)** GO term enrichment analysis predicting the biological functions of sex-biased (autosomal and Z chromosomal) genes. The GO terms were categorised and are colour coded. Bonferroni-adjusted *P*-values are shown by colour scales in the heatmap. Only five GO terms with the lowest Bonferroni-adjusted *P*-values are shown for each set (see Supplementary Table 2 for the complete results). The phenotypes of the groups used for comparisons 1, 2, and 5 are listed at the bottom. B, breeding; NB, non-breeding. The music note indicates the presence or absence of singing behaviour.

### The Plasma Androgen Levels Substantially Alter the HVC Transcriptomes of Canaries

With the aim of understanding the features that distinguish the HVC transcriptomes in within-species contexts, we performed a PCA of the HVC transcriptomic data from the seven canary groups to identify variables that would explain the most variation in the data. By calculating the correlation coefficient between the PCs and the variables (plasma testosterone levels (Supplementary Figure 1), HVC volume (Figure 1A), sex, and singing), we identified the variables that were highly correlated with the most important PCs. PC1 explained 32% of the data variance (Figure 1C and Supplementary Figure 6) and was strongly correlated with the blood plasma androgen concentrations and the presence of singing activity (plasma androgen level: Pearson’s *r* = −0.57, Bonferroni-adjusted *p* = 1.0 × 10^–4^; singing: Pearson’s *r* = −0.51, Bonferroni-adjusted *p* = 0.001, Supplementary Table 3). 

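In the canary HVC, spontaneously singing females had the highest mean score on PC1, which explained 20.8% of the variance of 26061 transcripts over 42 birds (jackknife standard error 3.96). Their mean PC1 score was 31.1 ± 15.8 (SD, n = 6), and the scores of the other 36 birds were lower by 36.3 on average (two-sided permutation of birds, p = 3e-05, and of whole groups, p = 0.143, the smallest that 7 groups can give). The birds overlapped, since 4 others scored above the lowest of these females, 6.25, and testosterone-implanted male replicate 1 reached 40.4. Testosterone-implanted males had a mean of 4.55 ± 19.0 (SD, n = 6), breeding non-singing females -0.957 ± 5.78, non-breeding non-singing females -7.53 ± 7.22, non-breeding non-singing males -7.78 ± 9.77, breeding singing males -9.18 ± 2.97 and testosterone-implanted females -10.2 ± 3.85 (SD, n = 6 each). The 24 singing and the 18 non-singing canaries differed in mean by 9.49 (two-sided permutation of birds, p = 0.0728, and of whole groups, p = 0.543). Without the implanted birds they differed by 16.4 (permutation of birds, p = 0.00865, and of whole groups, p = 0.400), which rests on the spontaneously singing females, since the breeding singing males had a lower mean than each of the 3 non-singing groups. The 12 implanted and the 30 other canaries differed by -3.97 (two-sided permutation of birds, p = 0.508, and of whole groups, p = 0.810). With the axis oriented as here, this was 5.25 (p = 0.285) without the 25% of transcripts with the lowest mean level and 1.93 (p = 0.722, permutation tests) after quantile normalisation, so its direction is not settled. Implanted females differed from the other females by -17.8 (exact permutation of birds, p = 0.0363), mostly through the spontaneously singing ones, since the implanted females had a mean near that of the non-breeding non-singing females. In the same 2 settings they lay below the other females by 8.06 (p = 0.151) and 12.7 (p = 0.0595, exact). Implanted males lay above the other males by 13.0 (p = 0.0280, exact), and in these settings p was 0.00587 and 0.00576 for males. After array scaling the difference among males was 8.15 (p = 0.0813, exact). The plasma androgen level of each bird was not analysed here, so the implant was used in its place. Without the 25% of transcripts with the lowest mean level, and with the axis oriented as before, the spontaneously singing females differed from the others by 13.2 (p = 0.0325), singing from non-singing birds by 7.81 (p = 0.0684) and the same without the implanted birds by 7.41 (p = 0.0723, permutation tests). After quantile normalisation, chosen after the data had been seen, these were 22.8 (p = 0.00163), 8.14 (p = 0.0866) and 10.2 (p = 0.0486, permutation tests). Without testosterone-implanted male replicate 1, also left out after its scores had been seen, the difference between implanted and other birds was -11.4 (p = 0.0456, permutation test) and that among males was 0.888 (p = 0.758, exact).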

Sex and HVC volume were strongly correlated with PC2 (sex: Pearson’s *r* = −0.91, Bonferroni-adjusted *p* = 4.4 × 10^–16^; HVC volume: Pearson’s *r* = −0.73, Bonferroni-adjusted *p* = 2.1 × 10^–7^), which explained 19% of the variance in the data (Supplementary Table 3). 

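The sexes differed in mean on PC2 in the canary HVC, which explained 14.7% of the variance (jackknife standard error 4.47). The 18 males had a mean score of -10.0 ± 13.1 (SD) and the 24 females of 7.50 ± 10.1 (SD), a difference of -17.5 (two-sided permutation of birds, p = 1e-05, the smallest that the permutations can give). With the sexes of the 7 groups exchanged as wholes p was 0.0571. The sexes overlapped, since non-breeding non-singing females scored from -8.75 to 4.67 and males reached -0.284. Among the females, spontaneously singing birds had a mean of 17.4 ± 9.79 (SD, n = 6), breeding non-singing birds of 13.5 ± 3.98, testosterone-implanted birds of 1.27 ± 2.47 and non-breeding non-singing birds of -2.15 ± 5.77. Among the males, the means were -3.28 ± 2.38 in breeding singing, -4.77 ± 4.88 in non-breeding non-singing and -21.9 ± 17.2 in testosterone-implanted birds (SD, n = 6 each). The implanted birds also differed from the others on PC2, by -14.5 (two-sided permutation of birds, p = 0.00144, and of whole groups, p = 0.238). Without testosterone-implanted male replicate 1 this difference was -2.71 (p = 0.523, permutation test). On PC3, which explained 7.39% of the variance, the sexes differed by -7.35 (two-sided permutation of birds, p = 0.0190, and of whole groups, p = 0.371), while on PC1 they differed by -7.24 (p = 0.176 and p = 0.800 in the same order). Neither held under all settings. On PC3 the difference was -3.93 (p = 0.137) without the 25% of transcripts with the lowest level, -3.84 (p = 0.199) after quantile normalisation and -2.40 (p = 0.439) without implanted male replicate 1, and on PC1 it was -10.7 (p = 0.0369) after array scaling and -14.1 (p = 0.00438, all permutation tests) without that male. These are 10 tests in the same family. The implanted birds had a mean PC3 score of 7.42 ± 4.28 (SD, n = 12) and the others of -2.97 ± 10.3 (SD, n = 30), which was not tested. Implanted females had a mean of 6.29 and implanted males of 8.56. Breeding non-singing females had the highest mean, 15.8, and the remaining groups had means between -10.8 and -3.82. The volume of HVC was not analysed here.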

Taken together, the hierarchical clustering and PCA results suggest that although phylogenetic relationships dominate the variation between songbird species, the circulating testosterone levels, the presence of singing activity, and sex identity dominate the HVC gene expression patterns within a single species.

### The Application of Testosterone Does Not Yield an HVC Transcriptome That Mimics That of Natural Singing Canaries

To investigate the molecular mechanisms underlying the singing phenotype, we performed a differential gene expression analysis of the HVC transcriptomes of the two groups of singing canary females (non-breeding spontaneously singing females and non-breeding testosterone-stimulated singing females) against the non-singing non-breeding female canaries. Similarly, a differential gene expression analysis of the HVC transcriptomes of the two groups of singing male canaries (breeding singing males and non-breeding testosterone-stimulated singing males) with non-singing non-breeding male canaries was performed. A substantial number of genes were differentially expressed between singing and non-singing birds (Figure 4A, non-breeding singing females: 4,125 genes; non-breeding testosterone-stimulated singing females: 7,702 genes; Figure 4B, breeding singing males: 3,359 genes; non-breeding testosterone-stimulated singing males: 5,106 genes). 

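Compared with non-breeding non-singing females, 2033 transcripts of HVC differed in spontaneously singing females, with 1487 higher and 546 lower, and 299 differed in testosterone-implanted females, with 230 higher and 69 lower. Compared with non-breeding non-singing males, 5 transcripts differed in breeding singing males, with 1 higher and 4 lower, and 309 differed in testosterone-implanted males, with 181 higher and 128 lower. XM_002197800 was among the transcripts that were higher in both groups of singing females. Its level was 6.18 ± 0.78 (SD, n = 6) in non-singing, 8.35 ± 1.41 in spontaneously singing and 9.01 ± 0.79 in testosterone-implanted females, that is log2 fold changes of 2.17 (adjusted p = 0.00886 from limma) and 2.83 (adjusted p = 0.000875). ENSTGUT00000012872 had log2 fold changes of 1.79 and 2.07 in the same comparisons. ENSTGUT00000002656 was lower in both groups, with log2 fold changes of -0.96 (adjusted p = 0.00452 from limma) in spontaneously singing and -1.91 (adjusted p = 2.09e-07) in testosterone-implanted females. In breeding singing males, ENSGALT00000024641 had a level of 4.92 ± 0.21 and in non-singing males of 6.13 ± 0.11 (SD, n = 6 each), a log2 fold change of -1.21 (adjusted p = 7.54e-05 from limma). XM_002198444 had a log2 fold change of -0.83 in the same males. These transcripts were chosen after their values had been seen, because only 5 were called. In the 25% of transcripts with the lowest mean level, the median log2 fold change of spontaneously singing females was 0.28, and after quantile normalisation, chosen after the data had been seen, 560 transcripts were higher and 687 were lower. Leaving out a single bird lowered the count of breeding males to between 1 and 3 for 10 of the 12 birds. That of implanted males became 169, 157 and 478 without implanted replicates 2, 4 and 6 and 159, 157 and 190 without non-singing replicates 1, 4 and 6, and a block for the replicate number, which pairs no birds here, gave 1 in both male comparisons.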

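In female canaries, 113 transcripts of HVC were called both in spontaneously singing and in testosterone-implanted birds, each against non-singing females. Of these, 86 were higher and 26 were lower in both groups, and a single transcript changed in opposite directions. The 112 that changed in the same direction were 5.51% of those called in spontaneously singing females (95% exact binomial confidence interval 4.56% to 6.59%), where 13.1 higher and 1.45 lower transcripts are expected for independent sets. Since 2033 were called in spontaneously singing and 299 in implanted females, most of the former could not be shared. In male canaries, 3 of the 5 transcripts called in breeding singing birds were also called in testosterone-implanted birds, with 1 higher and 2 lower, a share of 60.0% (95% exact binomial confidence interval 14.7% to 94.7%). Both comparisons within a sex used the same non-singing birds. The intervals treat transcripts as independent, so they do not measure the spread between birds. With the 6 non-singing females divided into 3 controls for each singing group, in 20 ways, the overlap lay between 67 and 100 transcripts, with a median share of 4.50%. With the 6 non-singing males divided likewise, a median of 2 transcripts were called in each singing group and 1 was shared in each of the 20 ways, and the median correlation of log2 fold changes was 0.04 (0.22 in females). The correlation of log2 fold changes across transcripts was 0.32 in females and 0.23 in males. Shared controls alone gave 0.50 in 40 simulations of unchanged groups. Unchanged groups of equal size give this value by construction, so it cannot be set against the observed correlations. The covariance was 0.0156 in females (0.0061 in the simulations) and 0.0056 in males (0.0063 in the simulations), and transcripts are not independent replicates.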

Approximately 65% of the differentially expressed genes found in the naturally singing birds overlapped with those found in the testosterone-treated birds of the same sex (male: 65%; female: 62%). However, both testosterone-treated groups had markedly higher numbers of differentially expressed genes than the naturally singing groups of the same sex (Figures 4A,B). Thus, although testosterone implantation induced singing in females and males, most testosterone-responsive genes (female: 67%; male: 57%) might not be necessary for singing behaviour *per se* but rather a response to non-physiological levels of testosterone (Supplementary Figure 1). 

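By the adjusted p alone, with no minimum fold change, 10538 transcripts of HVC differed in spontaneously singing females and 3200 in testosterone-implanted females. In males, 12 transcripts differed in breeding singing birds and 1727 in testosterone-implanted birds. With the minimum fold change as the only criterion, the counts were 2204 and 380 in the 2 groups of females and 153 and 552 in the 2 groups of males. The median residual standard deviation of a transcript was 0.145 for spontaneously singing and 0.112 for testosterone-implanted females, and it was 0.120 for breeding and 0.158 for testosterone-implanted males, each fitted with its non-singing controls. The difference in counts between natural and testosterone-stimulated singing was not itself tested. The bird numbers of the testosterone-implanted and the non-singing females do not match those in Supplementary Figure 2.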

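Of the transcripts called in the HVC of testosterone-implanted females, 62.2% were not called in spontaneously singing females. In testosterone-implanted males, 99.0% were not called in breeding singing males. Only 5 transcripts were called in the breeding males, so this share could not have been much lower. Being called in only one of the groups does not show that the responses differ. With the 6 non-singing females divided between the comparisons, in 20 ways, a median of 87.5% (77.7% to 93.2%) of the transcripts called in the implanted females had a fold change of the same sign in spontaneously singing females. The share that would arise without a common response is not known. In the implanted females 230 of the 299 called were higher, and over all transcripts the median log2 fold change of spontaneously singing females was 0.09. In males too few were called to give such a share, a median of 2. Some transcripts changed in the same way in the implanted birds of both sexes. Of those called in the implanted females and in the implanted males, 30 were shared in the same direction, 29 of them higher and 1 lower, and 0 changed in opposite directions, where 1.94 are expected for independent sets. The paper reasons that, because most testosterone-responsive genes did not overlap with those of natural singing, they might reflect a response to unphysiologically high testosterone rather than singing itself.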

Alternatively, mechanisms that lead to the first song in life might be very different from those that reinduce singing in animals that sang before (Vellema et al., 2019a). Because male canaries sing regularly starting from approximately 50 days of age (Nottebohm et al., 1986) while most female canaries never sing (Ko et al., 2020), the induction of singing in females by testosterone likely activated genes related to first-time singing, whereas in males, this treatment activated genes related to reinduced singing.

**FIGURE 4:**
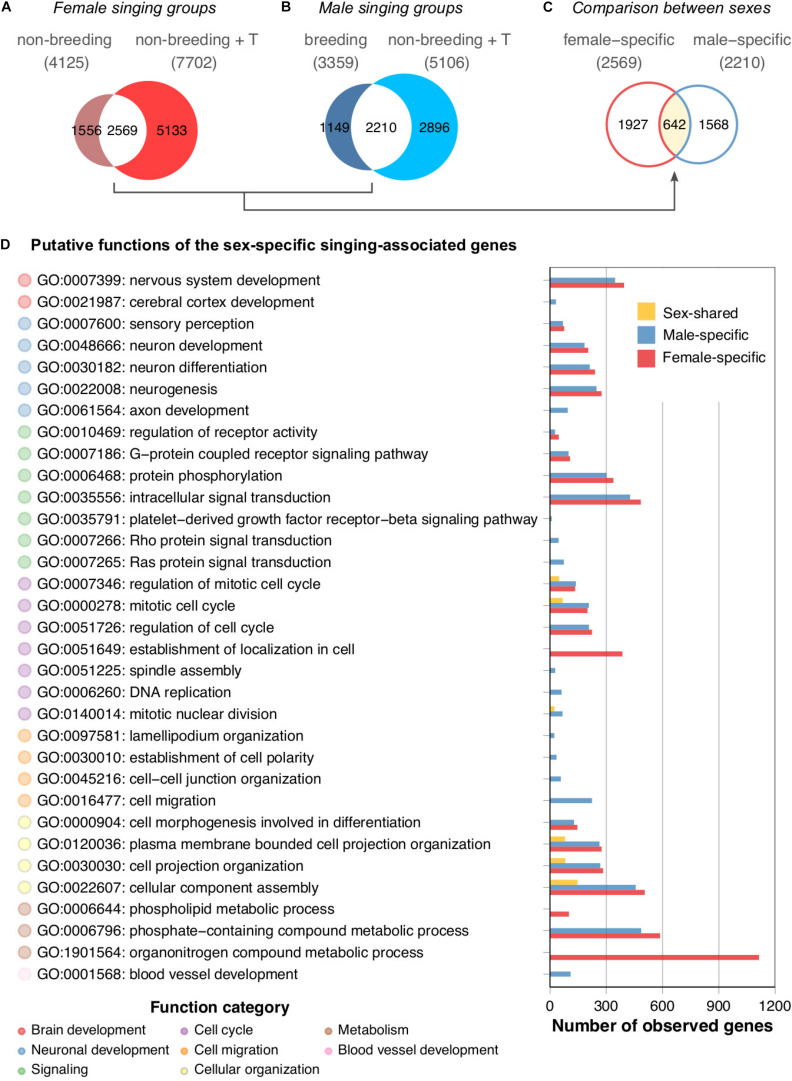
HVC transcriptomes of naturally singing canaries are dissimilar from testosterone-stimulated singing canaries. Venn diagrams comparing **(A)** the two female singing groups, **(B)** the two male singing groups, and **(C)** the female- and male-specific expressed genes resulting from comparisons of panel **(A)** and panel **(B)**. Note that only approximately 20% of the genes were shared among the singing females and approximately 26% were shared among the singing males. The majority of these overlapping genes were not sex-shared; approximately 75% of female intersections were specific to female groups, whereas 71% of male intersections were specific to male groups. **(D)** GO term enrichment analysis of female-specific, male-specific, and sex-shared expressed genes derived from comparisons of panels **(A)** to panel **(C)**. Because many putative functions show similarities between male- and female-specific expressed genes, the results suggest functional intraspecies convergence based on sex-specific gene expression in the HVC. See Supplementary Table 7 for the full results of the GO term enrichment analysis.

### The Majority of Differentially Expressed Genes Between Singing and Non-singing Canaries Are Sex-Specific

We examined whether the overlapping gene sets of the female canary signing groups were similar to the overlapping gene sets of the singing males (Figure 4C). 

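A single transcript, ENSTGUT00000009722, was called in all 4 comparisons of singing with non-singing canaries in HVC, and it was higher in every group of singing birds. It was named because it was the only one, after its values had been seen. Its level was 7.73 ± 0.24 (SD, n = 6) in non-singing males and 8.67 ± 0.39 in testosterone-implanted males. Breeding singing and testosterone-implanted males had log2 fold changes of 0.67 (standard error 0.10, adjusted p = 0.0323 from limma) and 0.95 (standard error 0.16, adjusted p = 0.0114). In females its level was 6.71 ± 0.53 (SD, n = 6) in non-singing, 7.72 ± 0.34 in spontaneously singing and 7.93 ± 0.59 in testosterone-implanted birds, that is log2 fold changes of 1.02 (standard error 0.22, adjusted p = 0.00327 from limma) and 1.22 (standard error 0.28, adjusted p = 0.0136). It made up 0.885% of the transcripts shared by both groups of singing females and 33.3% of those shared by both groups of singing males. For independent sets of 113 and 3 transcripts, the numbers shared by the singing females and by the singing males, 0.0130 are expected in both. With the minimum fold change as the only criterion, 155 transcripts were shared by the singing females and 56 by the singing males, and 12 were in both sets, 7 of them with the same direction in all comparisons. With a block for the replicate number, whose pairing the values do not bear out, 0 transcripts were shared by all 4 comparisons at an adjusted p under 0.05 from limma.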

The Venn diagram indicated that only approximately 25% (642 of 2569 genes, Supplementary Table 4) of the female-specific expressed genes and 29% (642 of 2210 genes, Supplementary Table 5) of the male-specific expressed genes were shared by both sexes of singing canaries (Supplementary Table 6).

### The Sex-Specific Genes Show Functional Overlap

To understand the putative biological functions of the female-specific, male-specific, and sex-shared expressed genes in the HVC, we performed a GO term enrichment analysis. Interestingly, the results suggested that the female- and male-specific expressed genes largely overlapped at the functional level (Figure 4D and Supplementary Table 7). GO terms such as nervous system development (GO:0007399), neuron development (GO:0048666), and intracellular signal transduction (GO:0035556) were shared among the sexes. Female-specific GO terms were mainly related to cellular maintenance, such as organonitrogen compound metabolic process (GO:1901564) and phospholipid metabolic process (GO:0006644). In contrast, the male-specific GO terms were axon development (GO:0061564), DNA replication (GO:0006260), cell migration (GO:0016477), and blood vessel development (GO:0001568). In summary, although only approximately one-fourth to one-third of the sex-specific expressed genes are shared among the sexes in terms of their identities, most of the predicted functions of the sex-specific expressed genes are nevertheless sex-shared in singing canaries.

All four groups of singing canaries had elevated plasma androgen levels compared with non-breeding non-singing canaries of the same sex (Supplementary Figure 1 and Ko et al., 2020). The activation of singing is likely testosterone-dependent in females as in males (Heid et al., 1985; Nottebohm et al., 1987; Hartley and Suthers, 1989; Leitner et al., 2001a). Thus, the potential master regulator for inducing singing behaviour might be testosterone-sensitive and Z-linked. One such candidate is *DMRT1* (doublesex and mab-3 related transcription factor 1), which is present in the sex-shared expressed gene list. The Z-linked gene *DMRT1* is needed for male sex determination in birds and other animal species (Smith et al., 2009; Lambeth et al., 2014; Herpin and Schartl, 2015). The overexpression of *DMRT1* in female chicken embryos reduces aromatase expression in the gonads and triggers development of the testis (Lambeth et al., 2014). The role of DMRT1 in adult avian tissues in general and in the brain in particular is unknown. Thus, whether DMRT1 affects steroid metabolism in the HVC, such as converting testosterone to more active metabolites (see below), or whether it regulates other mechanisms that direct the HVC into a configuration that enables singing needs to be validated by future experiments.

Testosterone can be converted to 5α-dihydrotestosterone (5α-DHT) and 17β-estradiol, which activate androgen receptor (AR) and estrogen receptors (ERα and ERβ), respectively. Both AR (encoded by *AR*) and ERs (ERα encoded by *ESR1* and ERβ encoded by *ESR2*) are transcription factors that play important roles in the transcription of numerous genes (Bourdeau et al., 2004; Takayama et al., 2007; Pihlajamaa et al., 2015; Wilson et al., 2016). Interestingly, *ESR1* was specifically expressed in males, whereas *ESR2* was female-specifically expressed in the HVC of canaries, which suggests that estrogen receptor paralogs could provide finer-tuned mechanisms for sex-specific regulation. Empirical results have shown that ERα and ERβ bind to the same estrogen response element motifs (Zhao et al., 2010) and might functionally overlap in some tissues. Moreover, ER paralogs show sex differences in expression levels and tissue specificity (Zhang et al., 2017). In quail, the administration of an agonist specific to ERβ on embryonic day 7 demasculinises male sexual behaviour and midbrain nuclei characteristics in Japanese quails, whereas an agonist specific to ERα does not exert this effect (Court et al., 2020). The specific roles of each ER paralog in the adult HVC of male and female songbirds warrant further investigation. Until now, ERα but not ERβ was expected to regulate the function of HVC neurons of adult songbirds in addition to the AR (Frankl-Vilches and Gahr, 2017).

## Conclusion

In this study, we investigated the sex differences in the gene expression patterns in the HVC of three songbird species with different levels of sex-specific singing and several different song-related phenotypes between male and female canaries. Our inter- and intraspecies comparisons yielded large-scale transcriptional sex differences regardless of singing behaviour. Instead, fundamental sex differences in gene expression levels were found in the HVC, and these differences were highly species-specific. By leveraging several experimental groups of canaries, we found that the plasma androgen levels and sex were the major contributors to the variations in the HVC transcriptome. Although testosterone reliably induced singing in both female and male canaries, testosterone treatment did not alter the transcriptome to imitate that of natural singing birds. Our results suggest that female and male canaries rely on different gene networks for singing behaviour, but the sex-specific gene networks might show functional convergence.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The microarray CEL files are available on NCBI’s Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE83674). The processed microarray data, plasma androgen levels, HVC volume measures, and all scripts used for analysis and visualization are available in GitHub (https://github.com/maggieMCKO/SongbirdSexDiff).

## Ethics Statement

The animal study was reviewed and approved by The Government of Upper Bavaria, Germany; Chief Professional Officer for Research at the Natal Parks, Game and Fish Preservation Board, South Africa.

## Author Contributions

M-CK collected the non-breeding testosterone-implanted canaries, analysed and visualised the transcriptomic data and was a major contributor to the writing of the manuscript. AB and M-CK performed the RNA extractions and microarray hybridisations. MG and M-CK isolated the tissues for microarray. MG collected the forest weavers and cordon-bleus. MG conceived the study and obtained financial support for the study. M-CK, CF-V, and MG drafted the manuscript. All the authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 https://www.ncbi.nlm.nih.gov/genome/?term=zebra+finch

## Supplementary Material

Supplementary Table 1 Fisher’s exact tests of sex-biased genes for chromosome enrichment.

Supplementary Table 2 GO term enrichment analysis of sex-biased genes identified from the forest weaver (comparison 1), cordon-bleu (comparison 2), and canary (comparison 5) comparisons. FWm, forest weaver male-biased genes; CBm, cordon-bleu male-biased genes; Cm, canary male-biased genes; FWf, forest weaver female-biased genes; CBm, cordon-bleu female-biased genes; CfS, canary female-biased genes.

Supplementary Table 3 Pearson’s correlation analysis of principal components and variables (plasma androgen levels, HVC volume, sex, and singing).

Supplementary Table 4 Female-specific expressed genes. SDfS, non-breeding spontaneously singing female canaries; SDfT, non-breeding testosterone-stimulated singing female canaries.

Supplementary Table 5 Male-specific expressed genes. LDm, breeding singing male canaries; SDmT, non-breeding testosterone-stimulated singing male canaries.

Supplementary Table 6 Sex-shared expressed genes. LDm, breeding singing male canaries; SDfS, non-breeding spontaneously singing female canaries; SDmT, non-breeding testosterone-stimulated singing male canaries; SDfT, non-breeding testosterone-stimulated singing female canaries.

Supplementary Table 7 GO term enrichment analysis of female-specific, male-specific and sex-shared genes.

# Supplementary material for: The Gene Expression Profile of the Song Control Nucleus HVC Shows Sex Specificity, Hormone Responsiveness, and Species Specificity Among Songbirds
**Source:** Front Neurosci. 2021 May 31;15:680530. doi: 10.3389/fnins.2021.680530
**Supplement:** Supplementary file 8

Supplementary Material

# Supplementary Tables and Figures

## Supplementary Table Legends

Supplementary Table 1. Fisher’s exact tests of sex-biased genes for chromosome enrichment.

Supplementary Table 2. GO term enrichment analysis of sex-biased genes identified from the forest weaver (comparison 1), cordon-bleu (comparison 2), and canary (comparison 5) comparisons.

Abbreviations: FWm, forest weaver male-biased genes; CBm, cordon-bleu male-biased genes; Cm, canary male-biased genes; FWf, forest weaver female-biased genes; CBm, cordon-bleu female-biased genes; CfS, canary female-biased genes.

Supplementary Table 3. Pearson’s correlation analysis of principal components and variables (plasma androgen levels, HVC volume, sex, and singing).

Supplementary Table 4. Female-specific expressed genes.

Abbreviations: SDfS: non-breeding spontaneously singing female canaries; SDfT: non-breeding testosterone-stimulated singing female canaries.

Supplementary Table 5. Male-specific expressed genes.

Abbreviations: LDm: breeding singing male canaries; SDmT: non-breeding testosterone-stimulated singing male canaries.

Supplementary Table 6. Sex-shared expressed genes.

Abbreviations: LDm: breeding singing male canaries; SDfS: non-breeding spontaneously singing female canaries; SDmT: non-breeding testosterone-stimulated singing male canaries; SDfT: non-breeding testosterone-stimulated singing female canaries.

Supplementary Table **7**. GO term enrichment analysis of female-specific, male-specific and sex-shared genes.

## Supplementary Figures

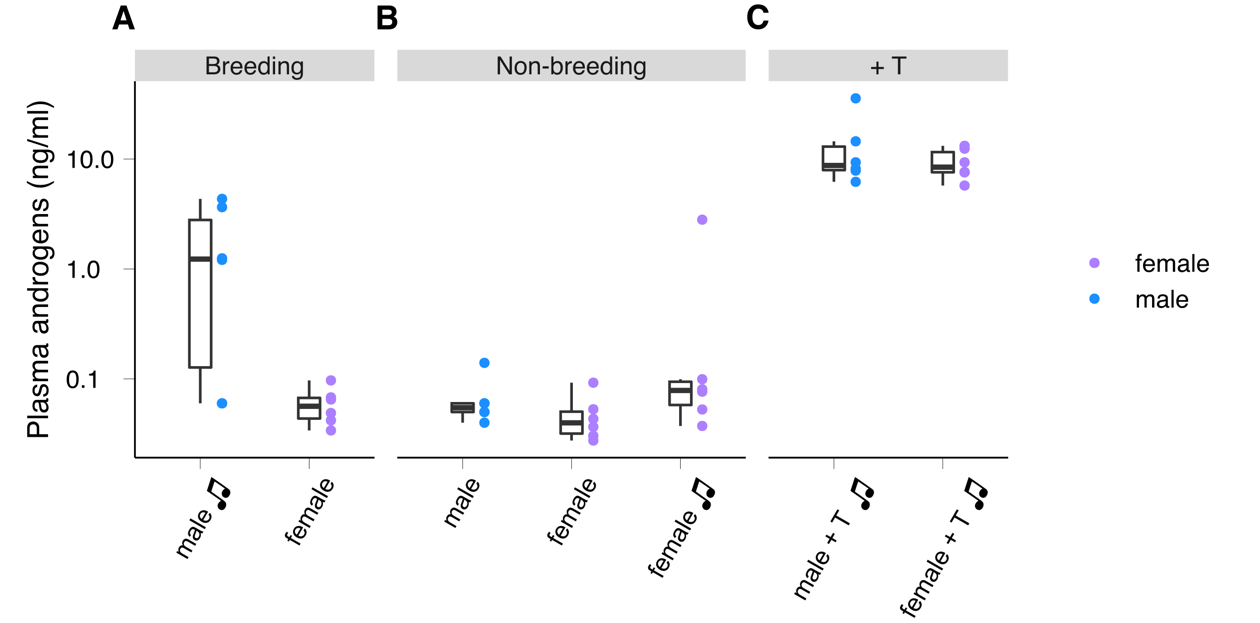

Supplementary Figure 1. Plasma androgen levels of seven groups of canaries on the day of sacrifice.

**A,** Canaries in breeding conditions. Singing males 1.76 ng/ml (mean), non-singing females 59.2 pg/ml. Mann-Whitney Test, U = 6, P value = 0.07. **B,** Canaries in non-breeding conditions. Non-singing males 66.7 pg/ml (mean), non-singing females 47.2 pg/ml, singing females 52.6 pg/ml. Mann-Whitney Test (non-singing males vs. non-singing females), U = 9, P value = 0.172. Mann-Whitney Test (non-singing males vs. singing females), U = 24, P value = 0.377. **C,** Testosterone-implanted non-breeding canaries. Males 13.5 ng/ml, females 9.31 ng/ml. Mann-Whitney Test, U = 13, P value = 0.485. Testosterone implantation significantly increased the plasma androgen levels of both non-breeding males and females Mann-Whitney Test (non-breeding non-singing males vs. testosterone-implanted singing males), U = 0, P value = 0.00492. Mann-Whitney Test (non-breeding non-singing females vs. testosterone-implanted singing females), U = 0, P value = 0.00217. The plasma androgen levels were higher in the breeding males than in the non-breeding non-singing males (Mann-Whitney Test, U = 32, P value = 0.0275). The boxes indicate the 25th/50th/75th percentiles (bottom/middle/top bar), and the extent of the whiskers indicates the most extreme values that are within 1.5 times the IQR (interquartile range) of the hinge. Each colour-coded dot indicates the measurement from one bird. The non-breeding singing female canaries data were obtained from Ko et al. (2020).

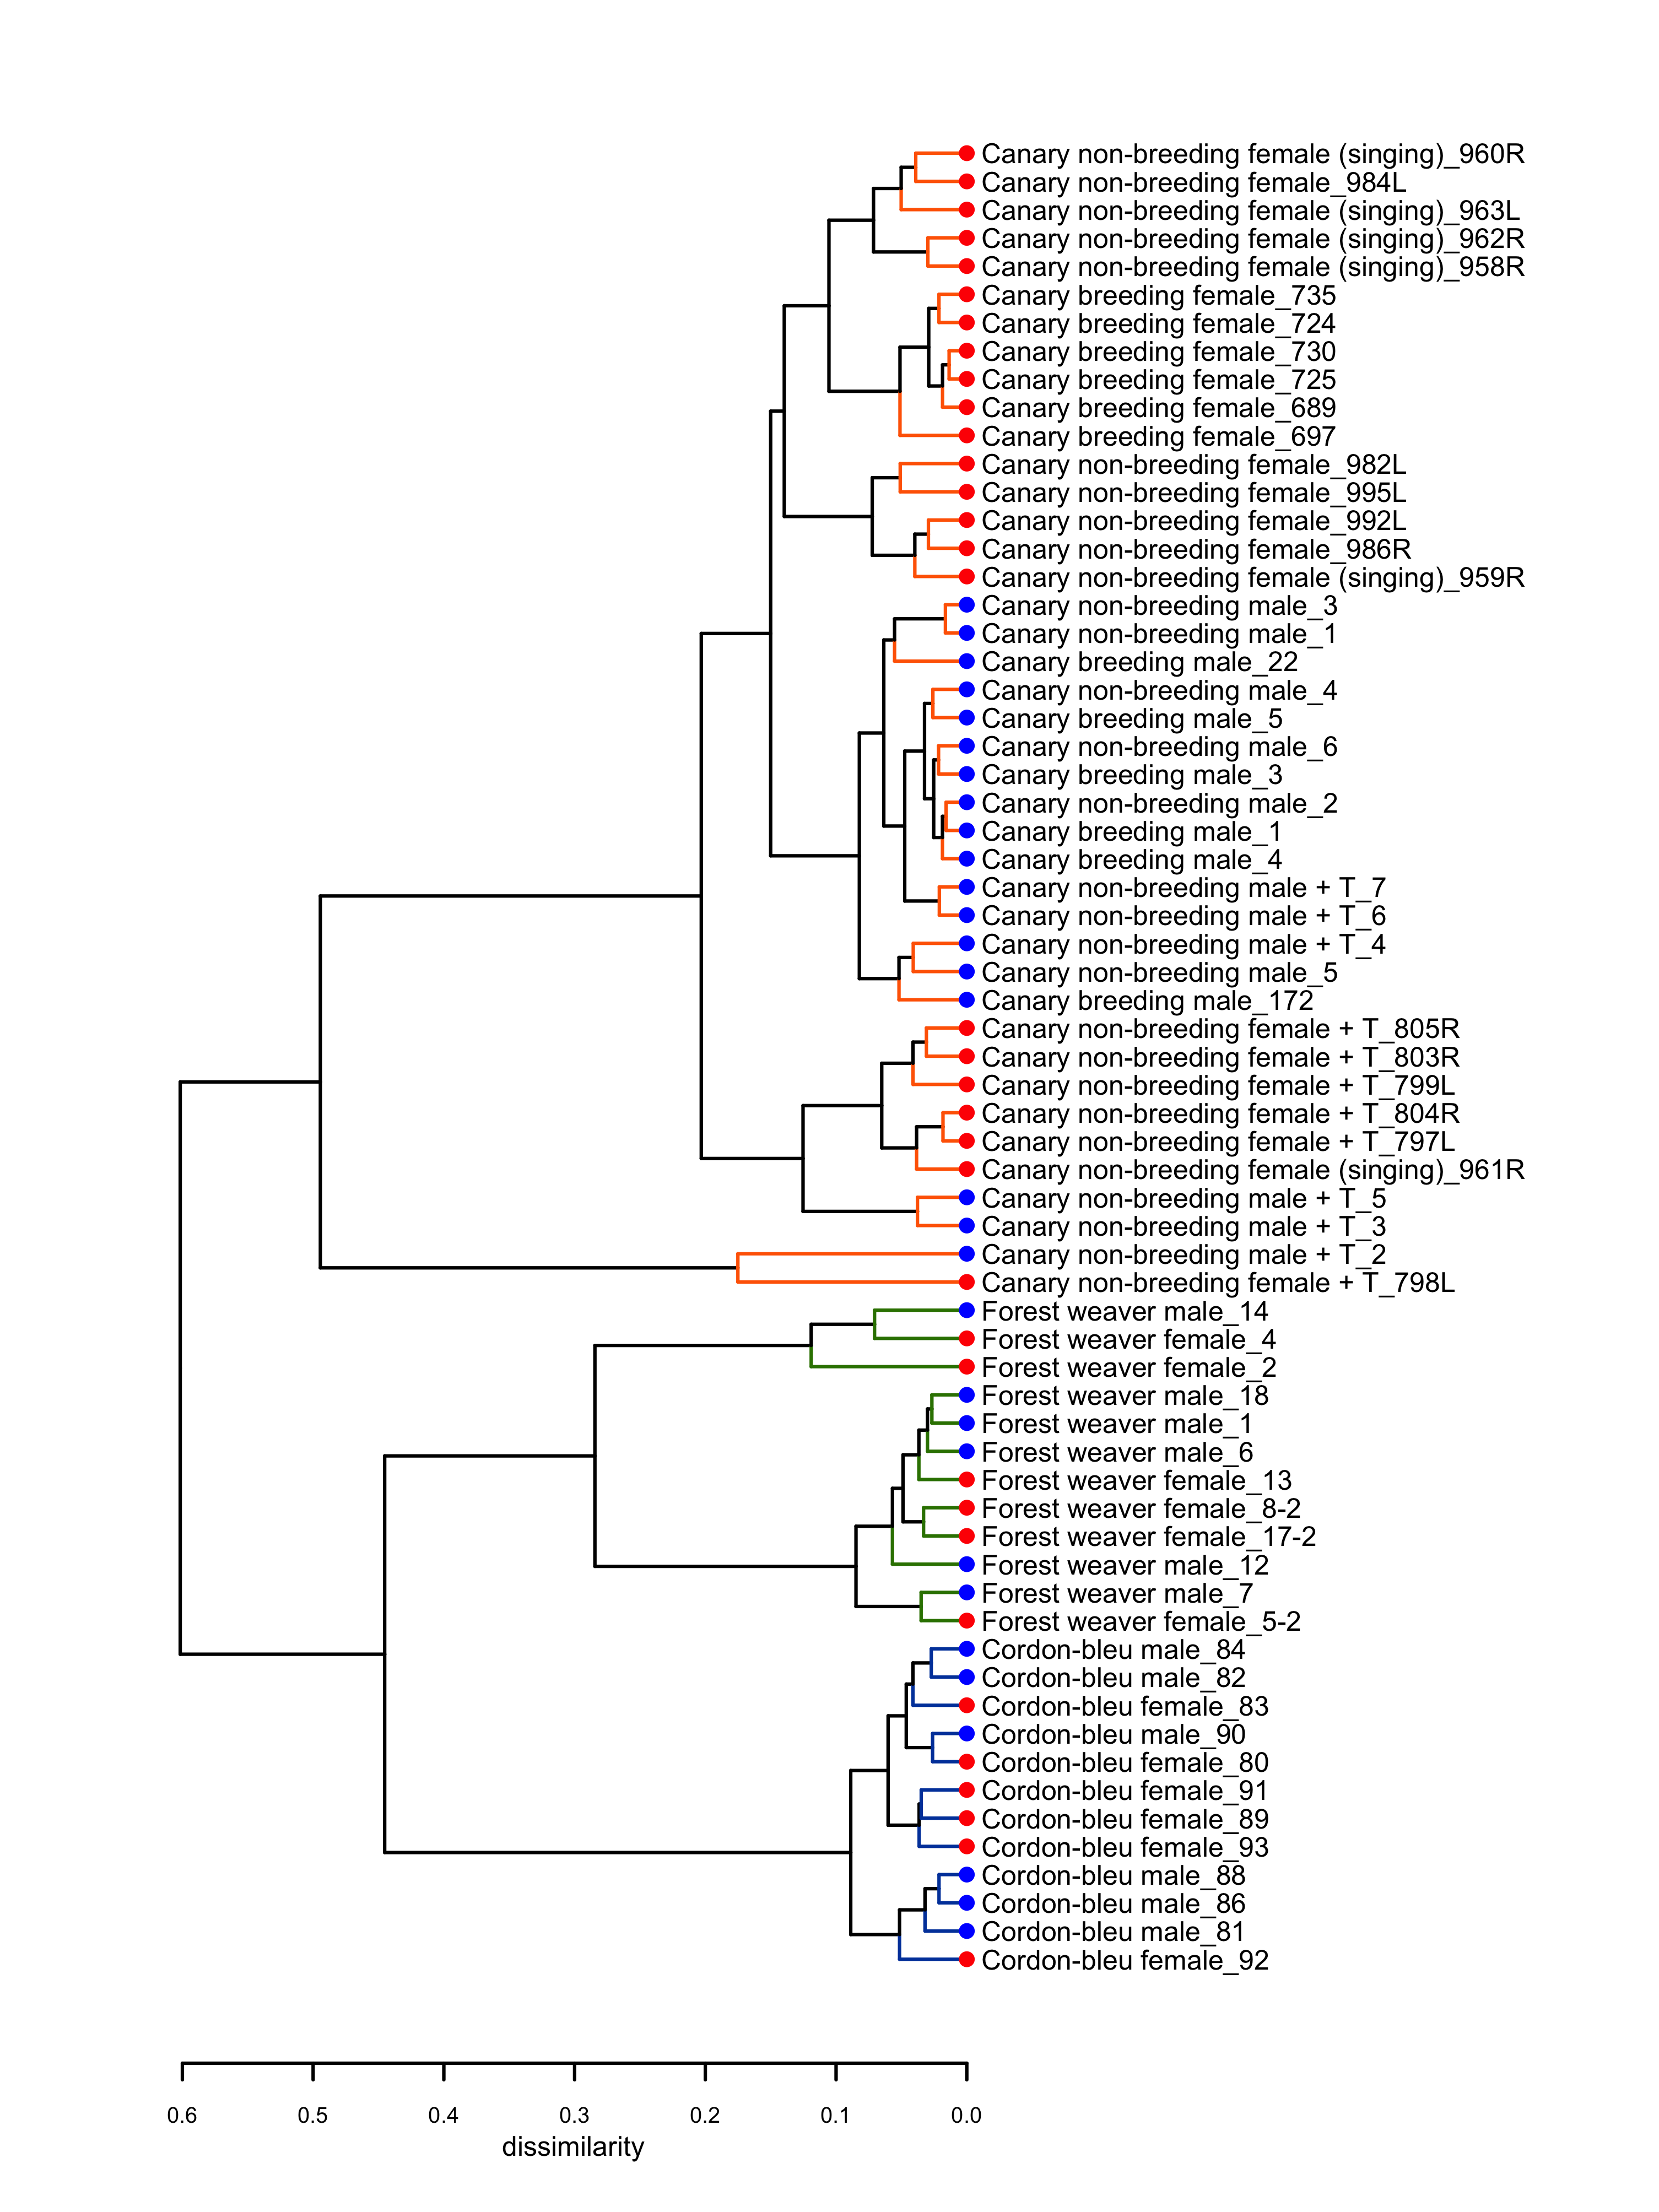

Supplementary Figure 2. Hierarchical clustering of the HVC transcriptomes of 65 birds used in this study.

Hierarchical clustering showed that the HVC transcriptomes were first clustered based on the phylogenetic relationship; among canaries, non-breeding females implanted with testosterone showed the most distinctive patterns. +T: testosterone implantation.

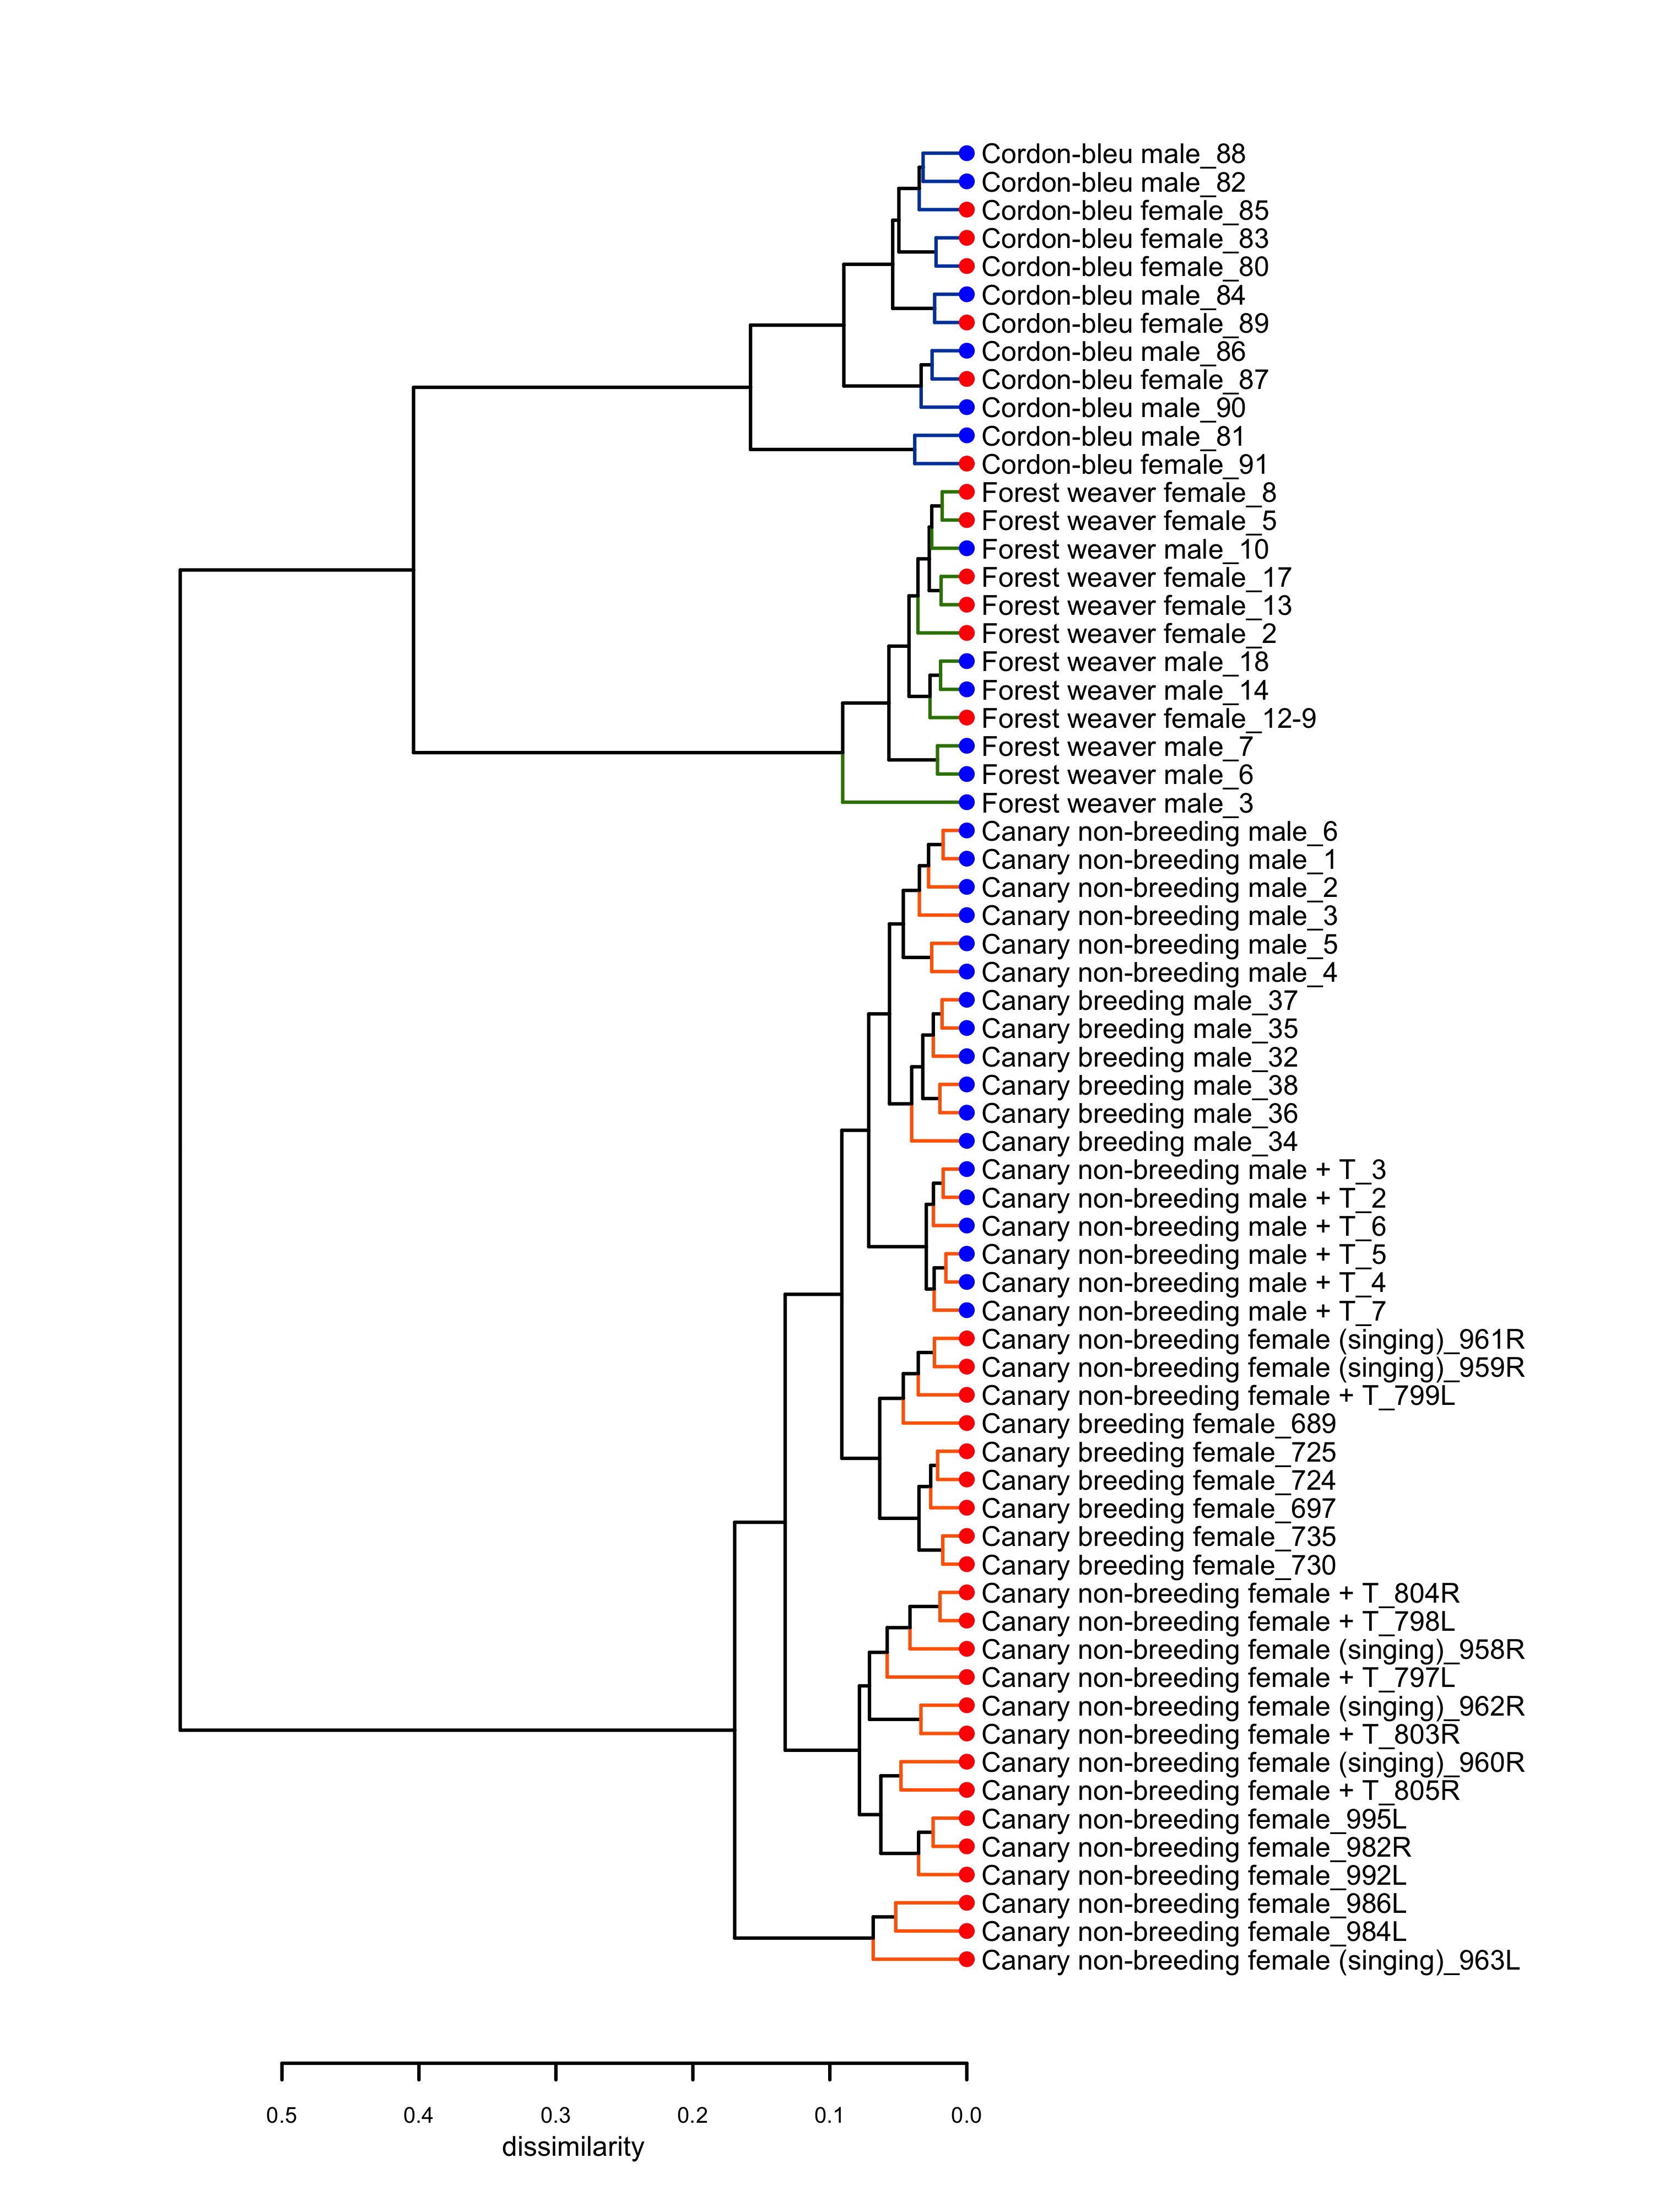

Supplementary Figure 3. Hierarchical clustering of the entopallium transcriptomes of 65 birds used in this study.

Hierarchical clustering showed that the entopallium transcriptomes were first clustered based on the phylogenetic relationship. The canaries were clustered by sex. +T: testosterone implantation.

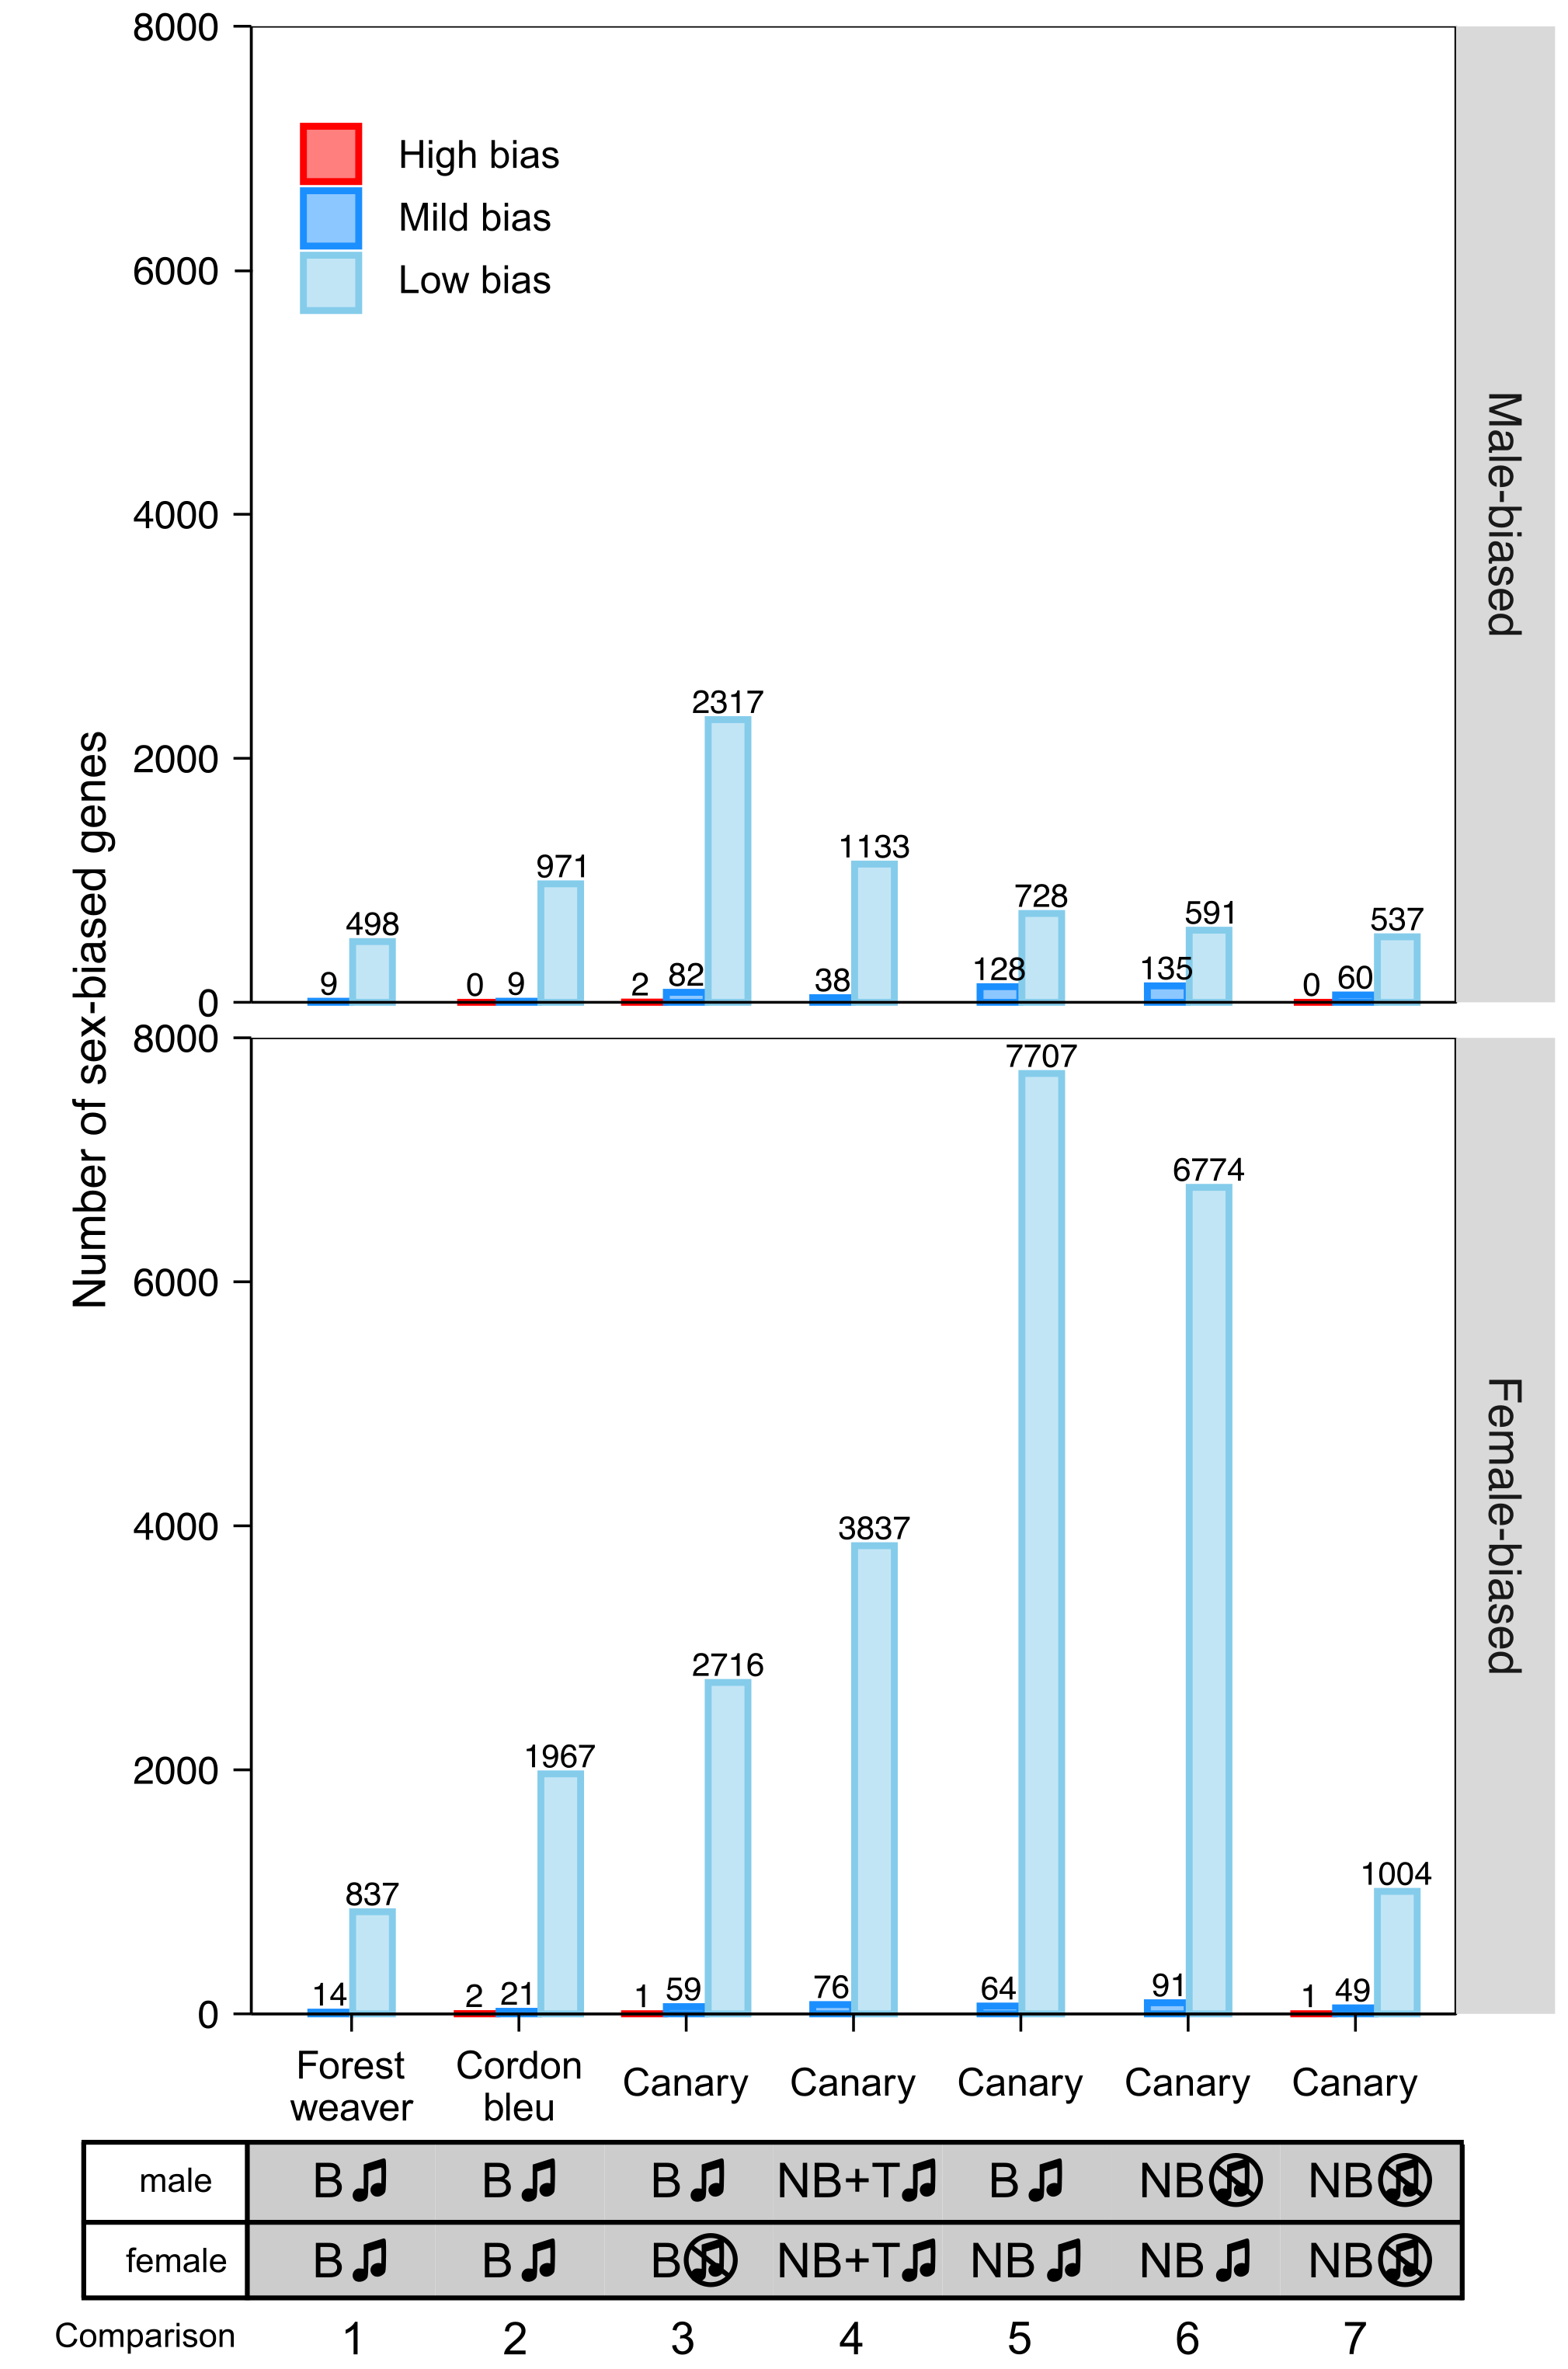

Supplementary Figure 4. The majority of sex-biased genes showed low sex bias.

The bar graph summarizes the number of sex-biased genes in the HVC transcriptome identified from each male-to-female comparison. High bias: |log_2_(fold change)| ≥ 2; moderate bias: 1 ≤ |log_2_(fold change)| < 2; low bias: 0.5 ≤ |log_2_(fold change)| < 1. The phenotypes of the groups being compared in each male-to-female comparison are listed at the bottom of the graph.

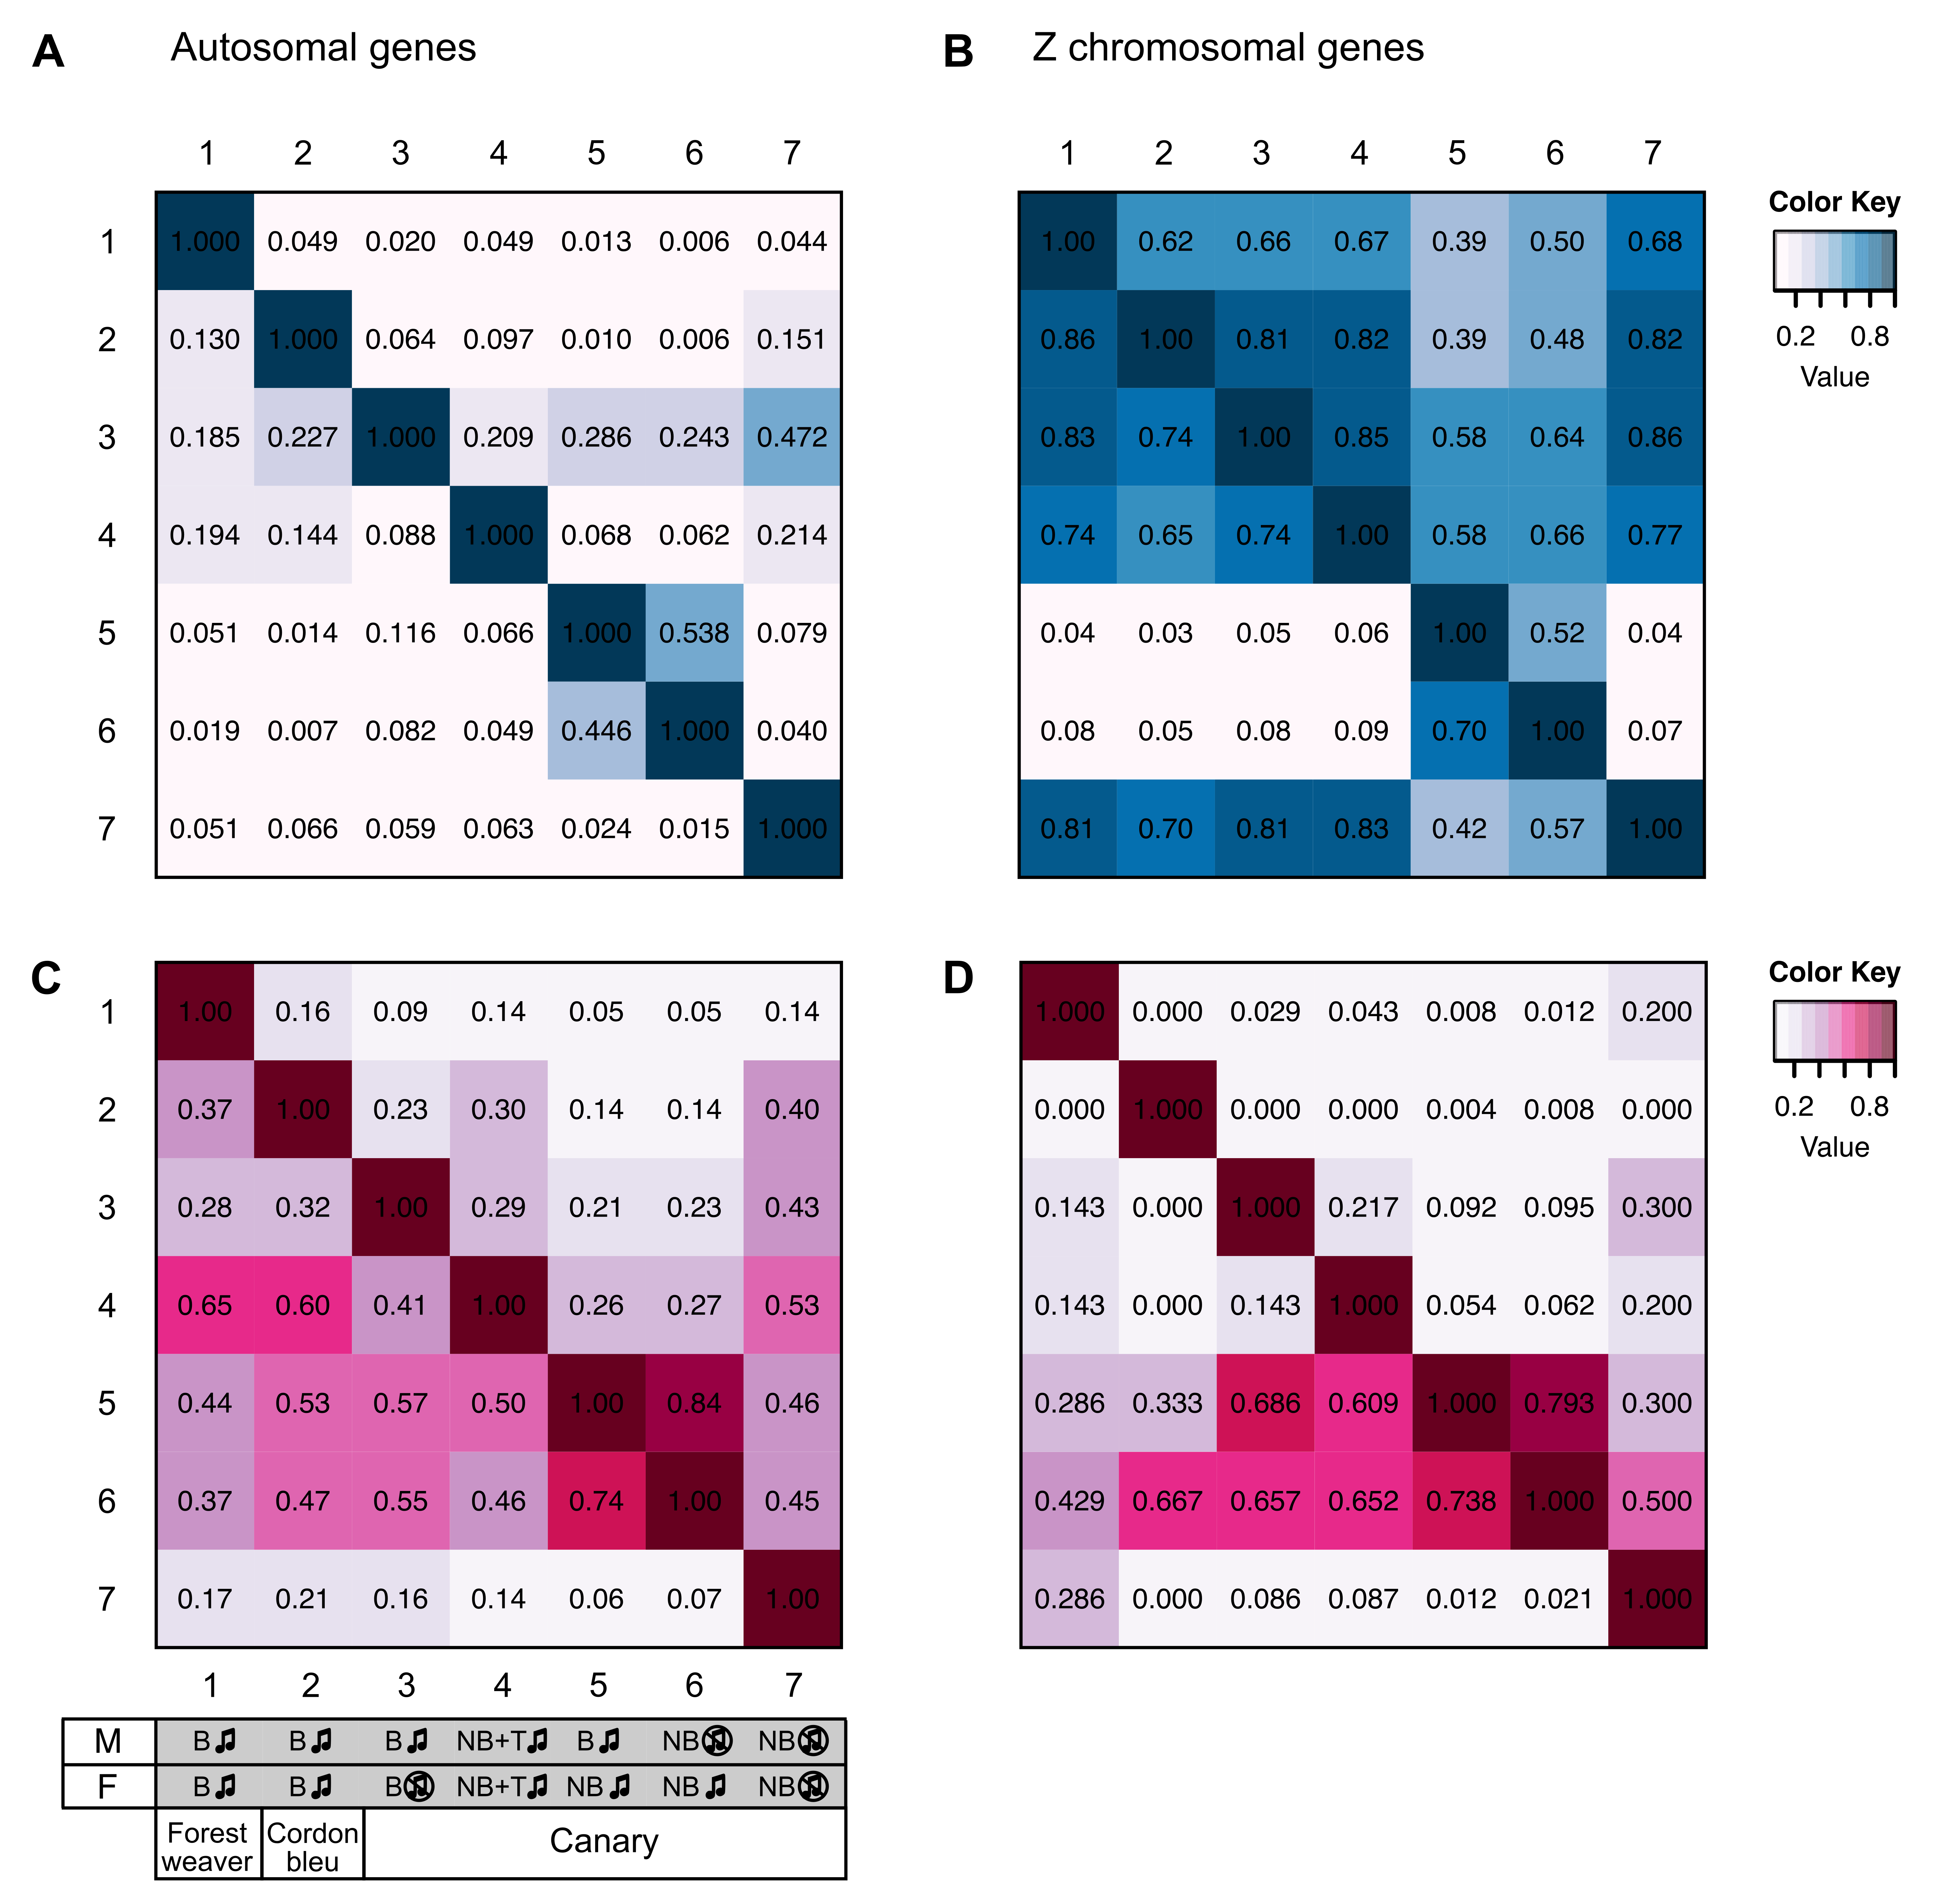

Supplementary Figure 5. Pairwise comparisons between autosomal and Z chromosomal sex-biased genes.

**A,** Autosomal male-biased genes. **B,** Z chromosomal male-biased genes. **C,** Autosomal female-biased genes. **D,** Z chromosomal female-biased genes. The numbers indicated in the matrices are the proportions of identical genes identified from each pair. The phenotypes of the groups used for each comparison are listed at the bottom. B: breeding; NB: non-breeding; T: testosterone implantation; the music note indicates the presence or absence of singing behaviour.

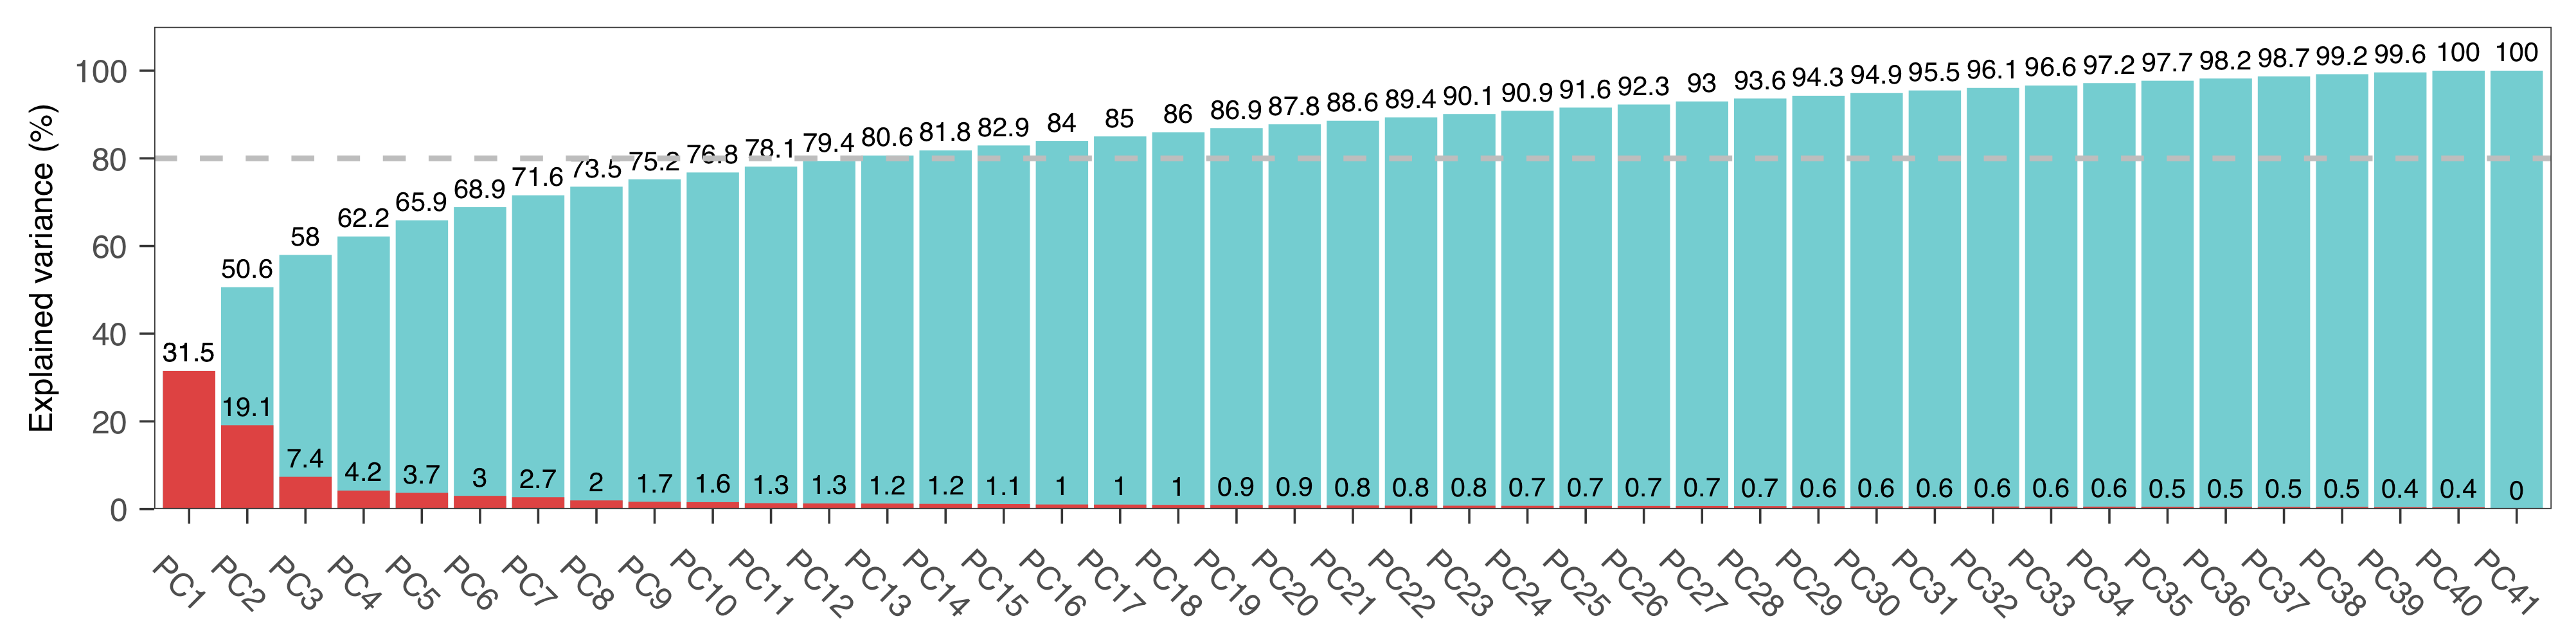

Supplementary Figure 6. PCA scree plot showing the percentage of variance explained by each principal component.

How the deposited data were processed for this re-analysis (not part of the article)

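Gene expression had been measured with a custom exon array of zebra finch probes in 155 samples of forest weavers, blue-capped cordon-bleus and canaries, each sample a single bird and tissue. There were 66 arrays of HVC, 65 of the entopallium and 24 of the cerebellum, the last from breeding and non-breeding canaries of both sexes. Samples were grouped by species, tissue, sex, season, singing and testosterone implantation as given in the sample descriptions and the paper, which placed 6 birds in every group except the non-breeding non-singing females of the entopallium, with 5. For HVC the paper lists 5 such females, and the 6 that were found were all used. The bird numbers of these females and of the testosterone-implanted females do not match the ring numbers in the supplementary trees, so whether they are the same birds is open. The treatment protocol given for the testosterone-implanted birds says no treatment, in conflict with their other descriptions and the paper, which were followed.

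The values are log2 transcript levels as deposited by the authors, who scanned the arrays, summarised the probes to 26061 transcripts and normalised the levels between arrays. The processing notes name Affymetrix Expression Console, and its version, background correction and summarisation settings are not stated there. The paper itself used justRMA followed by collapseRows for clustering and PCA, and a probe-level test in ChipInspector for differential expression, neither of which can be repeated from a table of transcript levels. There were no missing values, and no filter or further normalisation was applied to the main results. Array medians lay between 7.13 and 7.45 over HVC and entopallium. The lowest levels approach the background of the arrays, and the 1st percentile of each array was recorded as a measure of this low end. Pairs of arrays of the same group were compared, and 0 of 385 pairs were identical.

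The transcript identifiers matched 0 of 17915 genes in the reference table, and the files do not pair them with names. The analyses had been planned for genes, and transcripts were used in their place. Tests of Z chromosomal genes, of pathways and cell types and of genes that the paper names, and the averaging of transcripts of the same gene, were therefore left out. Transcripts shared between comparisons were to be named by their largest smallest fold change, and those named here follow this rule unless the text says that they were chosen after their values had been seen. At most 2 that rose and 2 that fell are named for a comparison.

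Groups were compared 2 at a time with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings), with Benjamini-Hochberg adjustment over all transcripts. A transcript was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 0.5. Sex comparisons are given as males minus females and singing comparisons as singing minus non-singing birds. Whether the difference between implanted and non-singing birds varied between tissues or sexes was tested with interaction terms. Sets of transcripts were tested with camera, with a preset correlation of 0.01 and with an estimated correlation. Overlaps were compared with those of independent sets and with the controls divided between the comparisons. The covariance of fold changes that share controls was compared with 40 simulations of unchanged groups, and the correlation is given beside it. Spearman correlations between arrays were clustered by complete linkage on the Euclidean distance of 1 minus the correlation. PCA used centred, unscaled values of the 42 canary HVC arrays, with the sign of PC1 set so that implanted birds were on the negative side and those of the other components so that males were. In canaries, the sex of the most correlated bird was tested by exchanging the sexes of whole groups. Means of scores were compared by exact permutation or 100000 permutations of birds, as planned, and, since each canary group is of a single sex and state, also by exchanging whole groups, which was added after the data had been seen. The test of the calls on simulated data, with transcripts drawn independently, recovered most of those to which a log2 fold change of 0.75, 1 or 2 had been added.

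The alternatives set before the data were examined were scaling of every array to the same total intensity, removal of the 25% of transcripts with the lowest mean level, the fold change or the adjusted p as the only criterion, a block for the replicate number, array weights, the trend and robust options of limma, a single model over the 7 canary groups of HVC, the bird as a random block, 5 instead of 6 non-breeding non-singing females, omission of each array in turn, average linkage, Pearson correlation and scaling of transcripts to unit variance in the PCA. Quantile normalisation and the omission of a testosterone-implanted male from the PCA were added after the data had been seen. Replicate numbers were also checked as a possible pairing of males and females, and in 0 of 24 comparisons did the values bear out such a pairing. Each comparison was repeated for 100 divisions of its arrays into groups of the same sizes.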

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

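The tests of singing in HVC and of its size in the entopallium, of a sex difference in the forest weaver HVC and of exchanged arrays were chosen after the results had been seen, as was quantile normalisation.

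In 9 of 66 tests, each on a group of 6 arrays or, in the entopallium of non-singing females, 5, a bird lay far from the others of its group, where chance alone gives about 1 in 20, here 3.3. In HVC, breeding female canary replicate 2 had a PC1 score of 9.92 (the others -5.79 to -0.289) and a mean Spearman correlation with its group of 0.991 (the others at least 0.993). Breeding male canary replicate 6 had a PC2 score of -7.81 (the others -3.75 to -1.52), replicate 2 a 1st percentile of 2.85 (the others 2.76 to 2.79) and replicate 5 a mean correlation of 0.989 (the others 0.992 to 0.993). Testosterone-implanted male replicate 1 had a mean correlation of 0.969 (the others 0.984 to 0.988), and forest weaver male replicate 5 of 0.974 (the others 0.983 to 0.986). Cordon-bleu male replicate 5 had a 1st percentile of 2.79 (the others 2.52 to 2.60). In the cerebellum, breeding male replicate 6 had a mean correlation of 0.976 (the others 0.983 to 0.986).

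By interaction terms in limma, transcripts were called whose difference between implanted and non-singing birds varied between the tissues or between the sexes. Between HVC and entopallium, 1753 transcripts differed in females and 904 in males, and between the sexes in HVC 528 did. Each count was reached in 1 of 100 splits of the arrays, the real one. The highest counts of the other splits were 846, 1 and 412. Chance is argued against for the terms of tissue but not excluded, since 100 splits give no share below 1 in 100. The count for the sexes fell to 372 without implanted male replicate 1, below that of another split, so no conclusion about chance is drawn for it.

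The paper reports the clustering of the entopallium and no sex or singing comparison in it. There, 242 transcripts differed between the sexes in forest weavers, 268 in cordon-bleus, 847 in breeding canaries and 1638 in testosterone-implanted canaries. Spontaneously singing females differed from breeding males in 1238 and from non-breeding males in 1535 transcripts, and non-breeding non-singing males and females in 144. For these 7 comparisons the highest counts of other splits were 3, 1, 118, 2, 4, 3 and 2. Compared with non-singing birds of the same sex, 1748 transcripts differed in spontaneously singing females, 1539 in testosterone-implanted females, 264 in breeding males and 386 in testosterone-implanted males. The highest counts of other splits were 247, 1087, 1 and 2. The paper does not describe the cerebellum, where 203 transcripts differed between non-breeding males and females (112 in the highest other split). These 12 comparisons are listed because in each only the real split, 1 of 100, called as many transcripts. The breeding cerebellum is left out by this rule, with 143 transcripts called and 392 in another split. In each of the 12 the share argues against chance but does not exclude it. For testosterone-implanted females this is limited by the 1087 of another split.

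Spontaneously singing females differed from non-singing females in 2033 transcripts of HVC, most of them higher in the singing birds. Outside the 25% of transcripts with the lowest level, singing that acts in HVC alone is argued against as the whole cause, since after quantile normalisation the median log2 fold change of the 1024 called transcripts was 56.8% as large in the entopallium, a visual area, as in HVC (54.2% to 58.0% without each bird in turn). Within the 25% it cannot be told apart from the raised low end that these arrays had in both tissues, which would raise these transcripts in both alike (the median in the entopallium was 84% of that in HVC, 75.3% to 90.9% without each bird). A raised low end of the arrays cannot be told apart from a difference between the birds, because 51.9% of the called transcripts were still called after quantile normalisation (48.1% to 54.5% without each bird, which covers the limit of 50% set for this test). A difference between these females and the others in physiology or in the handling of their samples stays open and was not tested.

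In forest weavers limma called 0 transcripts between the sexes in HVC (1447 at an unadjusted p under 0.05) and 242 in the entopallium. Unevenness between arrays that weights can offset is argued against as the whole cause, since with array weights 0 were called in HVC and 238 in the entopallium. Weights do not test a lower quality shared by most HVC arrays, which stays open. In HVC the mean Spearman correlation of an array with its group was 0.967 to 0.980 in females and 0.974 to 0.986 in males. In the entopallium it was 0.989 to 0.991 in females and 0.985 to 0.989 in males. Absence of any sex difference in HVC is argued against as well, since 262 of the 270 transcripts that were male-biased in cordon-bleus, which are other birds, had a higher mean in male weavers, with a median log2 fold change of 0.40 (camera p = 0.00809 with an estimated correlation). The 228 that were male-biased in the weaver entopallium had a median of 0.41 in HVC, but some birds gave both tissues, so this set is not independent. An effect of a single array stays open, because 94 transcripts were called without female replicate 4, as do the larger residual standard deviation in HVC, 0.190 compared with 0.134, and a weaker sex difference.

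Testosterone-implanted females differed from non-singing females in fewer transcripts in HVC, 299, than in the entopallium, 1539. An exchange of arrays between the 2 groups is argued against, since 0 of 12 arrays were most correlated with an array of the other group. A larger spread in HVC is argued against, since the residual standard deviation was 0.879 times that in the entopallium. In the entopallium another split of the same birds called 1087 transcripts, which points to a structure of these samples besides the implant. The difference between the groups was not the same in both tissues, by the 1753 transcripts of the interaction, but whether the implant or that structure is behind it stays open, as do the bird numbers of both groups, which differ from the ring numbers in the supplementary trees.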

How the results depend on the processing

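Quantile normalisation and the omission of a testosterone-implanted male from the PCA were chosen after the data had been seen.

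Over all results and settings, including the omission of each array, 573 values stayed within 1.5 times the count or kept their direction and side of the threshold, 72 moved, 11 reversed, 3 became stronger and 6 weaker. Counts stayed within 1.5 times with the trend and robust options, with the single model over 7 canary groups, with the 5 females and with array scaling. With the bird as a random block the tissue interactions gave 1843 in females and 1015 in males. Average linkage left 42 HVC and 65 entopallium birds in clusters of their own species, and Pearson correlation 45 and 65.

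With no p threshold, which adds transcripts by its construction, 303 transcripts differed in HVC comparison 1 and 597 in comparison 4, 153 in breeding and 552 in testosterone-implanted males. In the entopallium 382 differed in comparison 1, 313 in comparison 7 and 434 in breeding males. In the cerebellum 333 differed in breeding and 348 in non-breeding canaries. There were 38 transcripts shared by 3 species and 12 shared by the sexes in singing.

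With the adjusted p alone, again wider by its construction, HVC comparisons 2 to 7 gave 529, 6719, 2095, 10222, 9636 and 2421. Spontaneously singing and implanted females gave 10538 and 3200, and breeding and implanted males 12 and 1727. In the entopallium, comparisons 1 to 7 gave 551, 454, 7441, 10135, 6855, 7333 and 953, the females 7118 and 8278 and the males 3626 and 5433. The cerebellum gave 434 in breeding and 484 in non-breeding canaries.

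Without the 25% of transcripts with the lowest level, fewer transcripts are tested. HVC then gave 1002 in comparison 5, 9.6e+02 in comparison 6 (573 male-biased and 389 female-biased), 1027 in spontaneously singing females and 2 in breeding males. The entopallium gave 740 in comparison 5, 990 in comparison 6, 1003 in spontaneously singing females and 242 in implanted males. Signal near the background limits these results, since 49.6% of the transcripts called in spontaneously singing females were among these 25%.

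After quantile normalisation, HVC gave 1245 in comparison 5 and 1247 in spontaneously singing females, of which 995 and 1056 had been called before. The entopallium gave 1151 in spontaneously singing females. In HVC the share of natural singing transcripts also called in implanted females was 8.34%. The cause was not tested.

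Male-biased transcripts prevailed in comparisons 2, 3 and 7 under array scaling, quantile normalisation and without the 25%. Elsewhere the prevailing direction depended on the setting. Comparison 4 had 168 male-biased and 193 female-biased transcripts after array scaling and 164 and 200 after quantile normalisation. Comparison 5 had 817 and 428 after quantile normalisation and 591 and 411 without the 25%, and comparison 6 had 783 and 444 and 573 and 389. In spontaneously singing females, 560 were higher and 687 lower in HVC after quantile normalisation, and 407 and 744 in the entopallium, or 445 and 558 without the 25%. The cause was not tested.

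With a block for the replicate number, whose pairing the values do not show, both male singing comparisons gave 1, the shared fraction in males was 100% and 0 transcripts were shared by the sexes. The block leaves fewer degrees of freedom. With array weights the breeding cerebellum gave 289, and the cause was not tested.

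PC1 explained 25.8% of the variance with transcripts scaled to unit variance, which gives weak and strong transcripts the same weight. The sign of PC1 was set by the implanted birds, whose mean was near that of the others, so the axis turned round in 2 settings. Its scores correlated with the original ones at -0.840 without the 25% and at -0.949 after quantile normalisation, and the reversed signs below follow from this turn. Without the 25%, the differences on PC1 were 8.06 (p = 0.151, exact) for implant in females, -19.7 for implant in males, -7.81 for singing, -7.41 (p = 0.0723, permutation test) for singing without implanted birds and -13.2 for spontaneously singing females. After quantile normalisation they were 12.7 (p = 0.0595, exact), -19.0, -8.14, -10.2 and -22.8, and that between the sexes was 2.80. Without implanted male replicate 1 the difference for the implant was -11.4 (p = 0.0456, permutation test). The cause was not tested.

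Leaving out each array in turn, HVC comparisons 1 to 7 ranged over 0 to 94, 263 to 305, 818 to 913, 265 to 582, 1810 to 2359, 1672 to 2156 and 406 to 456. Spontaneously singing and implanted females ranged over 1894 to 2366 and 265 to 345, breeding and implanted males over 1 to 5 and 157 to 478. Entopallium comparisons 1 to 7 ranged over 224 to 261, 231 to 284, 804 to 891, 1469 to 1786, 1117 to 1421, 1365 to 1795 and 129 to 197, the females over 1411 to 1955 and 1396 to 1643 and the males over 227 to 284 and 363 to 452. The cerebellum ranged over 111 to 157 and 171 to 222. The interactions of tissue ranged over 1617 to 1914 in females and 642 to 1179 in males, and that of sex over 372 to 858. The count was 94 without weaver female replicate 4, 582 and 858 without implanted male replicate 5 and 854 without implanted male replicate 6. That of implanted males was 169, 157 and 478 without implanted replicates 2, 4 and 6 and 159, 157 and 190 without non-singing replicates 1, 4 and 6. That of breeding males was at most 3 without any breeding replicate except 4 or any non-singing replicate except 2.

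The mean of the transcripts of a gene, Z enrichment and the Z-linked median, including the textbook list, the gene lists and the genes named in the paper were not run, since the files pair no transcript with a gene.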

Differences from the paper's values

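Quantile normalisation, the exchange of whole groups and the PCA without a testosterone-implanted male were chosen after the values had been seen.

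The paper counts genes by a probe-level test with a minimum absolute log2 fold change of 0.5, and transcripts at an adjusted p under 0.05 in limma with the same minimum were counted here, so the thresholds on p differ. For the totals of sex-biased genes in HVC, the paper's values are 1300 in comparison 1 (here 0, with 1447 at an unadjusted p under 0.05), about 3000 in comparison 2 (Fig. 2A, read by eye; here 286), about 5200 in comparison 3 (Fig. 2A, read by eye; here 867) and 5000 in comparison 4 (here 376). They are 8600 in comparison 5 (here 1964), 7500 in comparison 6 (here 1831) and 1500 in comparison 7 (here 441). Of the alternatives set before the data were examined, the adjusted p alone came within 1.5 times the paper's value for comparisons 3, 5 and 6, and no alternative did for comparisons 1, 2, 4 and 7.

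For male-biased genes, the paper shows about 510 in comparison 1 (here 0), about 980 in comparison 2 (here 270), about 2400 in comparison 3 (here 546), about 1200 in comparison 4 (here 214) and about 600 in comparison 7 (here 369), all read by eye from Fig. 2A. The adjusted p alone closed the gap for comparisons 3 and 4 and the fold change alone for comparison 7, and no alternative did for comparisons 1 and 2. For female-biased genes, it shows about 850 in comparison 1 (here 0), about 2000 in comparison 2 (here 16), about 2800 in comparison 3 (here 321) and about 3900 in comparison 4 (here 162), and about 7800 in comparison 5 (here 1320), about 6900 in comparison 6 (here 1193) and about 1100 in comparison 7 (here 72), again read by eye from Fig. 2A. The adjusted p alone closed the gap for comparisons 3, 5, 6 and 7, and no alternative did for comparisons 1, 2 and 4.

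For singing, the paper's counts are 4125 in spontaneously singing females (here 2033), 7702 in testosterone-implanted females (here 299), 3359 in breeding males (here 5) and 5106 in testosterone-implanted males (here 309). The paper's counts of genes shared by both singing groups are 2569 in females (here 113) and 2210 in males (here 3), and its count of sex-shared genes is 642 (here 1). The paper's share of natural singing genes that testosterone also changed in females is 62% (here 5.56%), and its share of testosterone genes not found in natural singing in males is 57% (here 99.0%). The sex-shared genes were 25% of the female intersection in the paper (here 0.885%). The numbers called here limit these shares whatever the overlap. In females, at most 299 of the 2033 could be shared. In males, at most 5 of the 309 could be shared, and at most 3 of the 113 could be shared by the sexes. For the genes shared by 3 species, the paper shows about 8 male-biased and about 120 female-biased genes (Fig. 3, read by eye; here 0 and 0 by limma). No alternative that was run closed any of these gaps. For the shared genes and the shares, only array scaling, the fold change alone and the block for the replicate number were run.

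PC1 explained 32% of the variance in the paper (here 20.8%). The value came within 1.5 times the paper's without the 25% of transcripts with the lowest level (23.1%) and with unit variance (25.8%), and not with array scaling or with the 5 females. It also did without testosterone-implanted male replicate 1 (21.4%), a setting chosen after seeing the values.

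In the paper, female-biased genes outnumber male-biased genes in every comparison (Fig. 2A). Here this was so in comparisons 5 and 6, though not after quantile normalisation, chosen after the values had been seen, or without the 25% of transcripts with the lowest level (591 male-biased and 411 female-biased in comparison 5, and 573 and 389 in comparison 6). In contrast, male-biased transcripts were more numerous in comparisons 2, 3, 4 and 7, although array scaling turned the order of comparison 4 round (168 male-biased and 193 female-biased). The paper finds more genes in both testosterone-stimulated groups than in the naturally singing groups, which held here in males (309 and 5) and not in females (299 and 2033). In the legend of Supplementary Figure 2 the testosterone-implanted females stand out most among canaries, whereas here they had the highest mean Spearman correlation with the other groups (0.986) and the spontaneously singing females the lowest (0.978). The bird numbers of the spontaneously singing females are those of the paper's tree, and their comparisons 5 and 6 had the highest totals in both, which goes against an exchange of these 2 groups of females. The numbers of the implanted females are not those of the tree, so whether they are the paper's birds is open. Their treatment protocol also says no treatment, although their other descriptions say testosterone, as it does for the implanted males. That legend also has the birds cluster by relationship first, and here 42 of 66 birds were in a cluster of their own species at 3 clusters, although all 11 group means were. The 3 clusters were 41 canaries, 12 forest weavers with 12 cordon-bleus, and 1 implanted male canary alone. Canaries were thus separated from the other species here as well, and with 5 clusters each held a single species. The paper relates PC1 to androgen and singing, and here PC1 differed by -3.97 with the implant (p = 0.508) and by 9.49 with singing (p = 0.0728, permutations of birds). Implanted females had a lower mean PC1 than the other females (-17.8, exact p = 0.0363), mostly through the spontaneously singing ones, and p was 0.151 without the 25% of transcripts with the lowest level and 0.0595 after quantile normalisation. Implanted males had a higher mean than the other males (13.0, exact p = 0.0280), which rested on 1 bird (0.888, exact p = 0.758, without implanted male replicate 1). In the same 2 settings exact p was 0.00587 and 0.00576 for males, and after array scaling their difference was 8.15 (exact p = 0.0813). Without the implanted birds singing went with a higher PC1 (16.4) through the spontaneously singing females alone, and p was 0.400 with whole groups exchanged. A difference in mean between the sexes on PC2 (permutation p = 1e-05 with birds and 0.0571 with whole groups exchanged) was found here as in the paper. Forest weavers had the lowest count in HVC in both, here 0. This count does not show that their sex difference is the smallest, since their median residual standard deviation, 0.190, was the largest of the 7 comparisons.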

Other observations

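The sets of transcripts and the correlation of PC1 with the low end of the arrays were chosen after the data had been seen.

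In HVC, the counts of comparisons 2 to 7 were each reached by 1 of 100 splits, the real one. This argues against chance but does not exclude it. The real counts were 286, 867, 376, 1964, 1831 and 441, and the highest of the other splits were 3, 72, 1, 1, 308 and 2. The same holds for spontaneously singing females (2033, highest other 171), testosterone-implanted females (299, highest other 20), breeding males (5, highest other 1) and testosterone-implanted males (309, highest other 1). In comparison 1 limma called 0 transcripts (1447 at an unadjusted p under 0.05), all 100 of 100 splits called as many and the highest other called 8. In the cerebellum of breeding canaries 143 transcripts differed between the sexes, 114 of them higher in males, and 3 of 100 splits called as many. Another split called 392, which points to a structure of these samples other than sex, so no conclusion about chance is drawn there.

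The transcripts that were male-biased in the HVC of cordon-bleus and of non-breeding non-singing canaries, 188 in number, were also higher in males in other tissues. In the entopallium of forest weavers 187 of them had a higher mean in males, with a median log2 fold change of 0.60 (camera p = 8.55e-07 with an estimated correlation), and all 188 did in cordon-bleus (median 0.63, p = 6.39e-06 from camera) and in non-breeding canaries (median 0.47, p = 0.000471 from camera). In the cerebellum, too, all 188 had a higher mean in males, in breeding canaries (median 0.47, camera p = 0.00141 with an estimated correlation) and in non-breeding canaries (median 0.51, camera p = 5.54e-05). These were among 14 such tests. The entopallium of cordon-bleus has the numbers of the same 6 males and of 4 of the same females as HVC and that of non-breeding canaries those of the same 6 males and of 5 of the same females, so these are not independent sets of birds, and for the cerebellum no bird numbers are given. Between non-breeding males and females, 55 transcripts were male-biased in all 3 tissues. Of the 176 that were male-biased in the cerebellum, 128 were also male-biased in HVC, and 6 transcripts were female-biased in all 3 tissues.

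Of the transcripts called in spontaneously singing females, 626 changed in the same direction in HVC and entopallium and 6 in opposite directions. Both tissues were from the same birds, whose arrays had a raised low end in both, so these are not independent sets. For testosterone-implanted females the counts were 45 and 13, and for testosterone-implanted males 18 and 10. In the entopallium, 64 transcripts changed in the same direction in the implanted birds of both sexes and 21 in opposite directions.

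The PC1 score of the canary HVC was correlated with the 1st percentile of the array over 42 birds (Pearson r = 0.820, p = 1e-04, the smallest that the permutations can give). The spontaneously singing females stood apart in the 1st percentile, though not on PC1. Without them, over 36 birds, r was 0.481 (p = 0.0070, permutation test) and the Spearman correlation was 0.279 (p = 0.0937, permutation test).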
